# Dabrafenib Alters MDSC Differentiation and Function by Activation of GCN2

**DOI:** 10.1158/2767-9764.CRC-23-0376

**Published:** 2024-03-13

**Authors:** M. Teresa Ciudad, Rene Quevedo, Sara Lamorte, Robbie Jin, Nadine Nzirorera, Marianne Koritzinsky, Tracy L. McGaha

## Abstract

The effect of targeted therapeutics on anticancer immune responses is poorly understood. The BRAF inhibitor dabrafenib has been reported to activate the integrated stress response (ISR) kinase GCN2, and the therapeutic effect has been partially attributed to GCN2 activation. Because ISR signaling is a key component of myeloid-derived suppressor cell (MDSC) development and function, we measured the effect of dabrafenib on MDSC differentiation and suppressive activity. Our data showed that dabrafenib attenuated MDSC ability to suppress T-cell activity, which was associated with a GCN2-dependent block of the transition from monocytic progenitor to polymorphonuclear (PMN)-MDSCs and proliferative arrest resulting in PMN-MDSC loss. Transcriptional profiling revealed that dabrafenib-driven GCN2 activation altered metabolic features in MDSCs enhancing oxidative respiration, and attenuated transcriptional programs required for PMN development. Moreover, we observed a broad downregulation of transcriptional networks associated with PMN developmental pathways, and increased activity of transcriptional regulons driven by *Atf5*, *Mafg*, and *Zbtb7a*. This transcriptional program alteration underlies the basis for PMN-MDSC developmental arrest, skewing immature MDSC development toward monocytic lineage cells. *In vivo*, we observed a pronounced reduction in PMN-MDSCs in dabrafenib-treated tumor-bearing mice suggesting that dabrafenib impacts MDSC populations systemically and locally, in the tumor immune infiltrate. Thus, our data reveal transcriptional networks that govern MDSC developmental programs, and the impact of GCN2 stress signaling on the innate immune landscape in tumors, providing novel insight into potentially beneficial off-target effects of dabrafenib.

**Significance:**

An important, but poorly understood, aspect of targeted therapeutics for cancer is the effect on antitumor immune responses. This article shows that off-target effects of dabrafenib activating the kinase GCN2 impact MDSC development and function reducing PMN-MDSCs *in vitro* and *in vivo*. This has important implications for our understanding of how this BRAF inhibitor impacts tumor growth and provides novel therapeutic target and combination possibilities.

## Introduction

Myeloid-derived suppressor cells (MDSC) are immature monocytic and polymorphonuclear (PMN) lineage cells that are expanded and activated in response to malignancy (1). In cancer, MDSCs are defined by their potent ability to suppress T-cell activation and function, contributing to immune suppression and cancer progression. In the most widely accepted model of MDSC development, PMN and monocytic MDSCs (m-MDSC) are derived from hematopoietic progenitors that expand and acquire immune-suppressive function in response to tumor-driven emergency granulopoiesis. Supporting this developmental model, *in vitro* analysis has shown that addition of inflammatory cytokines promoted development of MDSCs with potent ability to suppress T-cell proliferation and effector function (2). However, increased insight regarding the impact of tissue microenvironmental cues, stress signaling, the inflammatory landscape (local and systemic), and epigenetics on MDSC development/function has highlighted the complexity of MDSC biology, which is clearly still poorly understood (3).

One important factor that influences MDSC physiology is intracellular and microenvironmental stress. For example, unfolded protein response (UPR) stress signaling transmitted by protein kinase R-like endoplasmic reticulum kinase (PERK) has a profound impact on MDSC suppressive function (4). Similarly, our group has reported that general control nonderepressible 2 (GCN2) is a key driver of MDSC function in the tumor microenvironment. Genetic deletion of *Eif2ak4* (the gene encoding GCN2) in myeloid cells altered MDSC metabolism and suppressive function enhancing antitumor CD8^+^ T-cell immunity *in vivo* (5). We also have found that GCN2 activation modulated macrophage and dendritic cell (DC) function in inflammatory disease altering cytokine production in endotoxemia (6) and driving acquisition of a suppressive phenotype in autoimmunity (7). The above findings suggested that relative GCN2 activity is an important modulating feature of myeloid biology regulating inflammatory and tolerogenic potential.

GCN2 is an evolutionarily ancient Ser/Thr kinase found in all eukaryotes that is an integral part of the integrated stress response (ISR), a cellular response system activated by diverse nutritional and environmental stress signals (8). GCN2’s kinase activity is induced by ribosomal stalling on mRNA transcripts resulting from paucity of aminoacyl-charged tRNA from amino acid starvation or active translation (9, 10). Once activated, GCN2 phosphorylates eukaryotic initiation factor (eIF)2α, significantly slowing GDP/GTP exchange in the translational complex abrogating cap-dependent translation (11). Slowed ribosomal assembly resulting from reduced GTP priming by eIF2α also induces a transcriptional stress response increasing translation of activating transcription factor 4 (ATF4) and ATF5 which drives expression of amino acid transporters and modulates metabolism, autophagy, and proliferation altering cellular phenotype and promoting survival (11).

It has become increasingly clear that chemotherapeutics, radiation, and targeted therapies have the potential to control cancer growth by off-target effects impacting the cancer cells themselves and/or the induction of anticancer immunity (12). In this vein, a growing body of literature suggests that target promiscuity by small-molecule kinase inhibitors impacting GCN2 activity contribute to their therapeutic efficacy. For example, neratinib, an EGFR inhibitor, activates GCN2 in glioblastoma cells contributing to its antitumor activity (13). Similarly, a kinome screen identified the EGFR inhibitor erlotinib and the receptor tyrosine kinase inhibitor sunitinib as agonists of GCN2 (13). Dabrafenib is a small-molecule kinase inhibitor used to treat BRAF-mutant (mut) cancers, including melanoma and non–small cell lung cancer (14, 15). Mass spectrometry‐-based chemical proteomics analysis of dabrafenib target profiles in melanoma cells identified a putative interaction with GCN2, a predicted property not shared by another BRAF inhibitor, vemurafenib (16). This interaction was confirmed in a chemical screen that identified dabrafenib as a potent GCN2 agonist (17).

Because we have previously shown that GCN2 is essential for MDSC phenotype impacting metabolism and immune function, in this study we examined whether dabrafenib-mediated modulation of GCN2 activity would impact MDSC development and function. Here, we show that direct activation of GCN2 by dabrafenib induced changes in MDSC differentiation blocking expansion and differentiation into PMN lineage cells. This altered development reshapes function by driving cells to acquire a phenotype with reduced suppressive capability.

## Materials and Methods

### Mice

C57BL/6 mice were purchased from the breeding colony at the Princess Margaret Cancer Centre animal facility. *C57BL/6-Tg(TcraTcrb)1100Mjb/J* (OT-I), *B6.PL-Thy1a/CyJ* (Thy1.1), and B6.129S6-Eif2ak4tm1.2Dron/J (GCN2^−/−^) mice were purchased from The Jackson Laboratory. All mice were housed under specific pathogen–free conditions in accordance with the Canadian Institutional Animal Care and Use Committee guidelines. Protocols were approved by the Princess Margaret Cancer Centre Animal Care Committee. Female mice 7–10 weeks of age were used for all experiments.

### Tumor Cell Culture and Tumor Injection

Mouse melanoma YUMM1.7 (RRID:CVCL_JK16) and YUMMER tumor cells (RRID:CVCL_C2VW) were obtained from ATCC and Sigma-Aldrich, respectively. Cells were cultured in DMEM/F-12 (Gibco), supplemented with 10% FBS, 100 units/mL of penicillin, 100 µg/mL of streptomycin, and 55 µmol/L 2-Mercaptoethanol. Cells were maintained at 37°C in 5% CO_2_-humidified atmosphere. A total of 3 × 10^5^ YUMM1.7 cells or 1 × 10^6^ YUMMER were injected subcutaneously into the right hind leg of each mouse. Cell lines were implanted at passage 6 to 10.

Screening for *Mycoplasma* and other rodent infectious agents in the cells lines was performed routinely using CLEAR PCR Panel at Charles River Laboratories, following the regulations by the Animal Resources Centre at University Health Network.

### BRAFi Formulation for *In Vivo* Treatments

Dabrafenib (30 mg/kg; Cayman Chemical) or the equivalent volume of DMSO were dosed orally once a day as a suspension in 0.5% Hydroxypropyl Methylcellulose (HPMC) and 0.2% Tween80 in distilled water at pH 8.

### Generation of Bone Marrow–derived MDSC

Bone marrow was flushed out of the tibia and femur. Red cells were depleted with Ammonium–Chloride–Potassium (ACK) lysing buffer. Cells were seeded at concentration 6 × 10^5^ cells/mL in RPMI1640 medium supplemented with 10% FBS, 100 units/mL of penicillin, 100 µg/mL of streptomycin, and 55 µmol/L 2-Mercaptoethanol. GMCSF (50 ng/mL) and IL6 (50 ng/mL) were used to drive MDSC differentiation. Cells were maintained at 37°C in 5% CO_2_-humidified atmosphere for 4 days. Alternatively, myeloid progenitors were isolated with EasySep Mouse Hematopoietic Progenitor Cell Isolation Kit (StemCell) and stimulated in the conditions mentioned above. Increasing concentrations of dabrafenib or matching DMSO volume were added at the time of seeding.

### Suppression Assays

Ovalbumin (OVA)-specific CD8^+^ T cells were isolated from the spleens and lymph nodes of OTI/Thy1.1 mice by negative selection (Stemcell Technologies) and labeled with carboxyfluorescein diacetate succinimidyl ester (CFSE) for proliferation tracking. CD11c^+^ cells were isolated from the spleens of C57BL/6 by positive selection (Stemcell Technologies) to serve as antigen-presenting cells. Briefly, CD11c^+^ cells were pulsed with 1 µg/mL OVA_257–264_ peptide for 1 hour at 37°C. After washing, cells were seeded at a ratio 1:10 CD11c^+^:CD8^+^ T cells in 96-well plates. MDSC were harvested and added to the cell mix at different ratios of MDSC:CD8^+^ T cells.

### Flow Cytometry and Cell Sorting

Single-cell suspensions of cells were stained in a staining buffer (PBS, 2% FBS, 1 mmol/L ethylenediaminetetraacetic acid [EDTA]) containing fixable viability Dye, Fc blocker, and the appropriate antibody cocktail. Samples were washed, fixed in 1% paraformaldehyde, washed again, and resuspended in staining buffer. Cells were acquired using a LSR Fortessa or LSR Fortessa X-20 analyzer (BD Biosciences) and data were analyzed using FlowJo software version 10.8.1 (Treestar). Alternatively, cells were FACSorted on FACSAria Fusion sorter (BD Biosciences) in tubes containing complete RPMI. See supplementary Table S1 for antibody details.

### RNA Isolation and qPCR

RNA from lysates was purified using RNeasy Plus RNA purification kit (Qiagen) and retrotranscribed using qScript cDNA supermix (Quanta bio). cDNA was amplified using the PerfeCTa SYBR green Supermix (Quanta bio) on a CFXConnect real-time PCR detection system (Bio-Rad). Results were analyzed using the accompanying software according to manufactures instructions. See Supplementary Table S2 for primer list.

### Western Blot Analysis

Fresh cells pellets were lysed in lysis buffer (1% Triton-X100, 50 mmol/L Tris-HCl, 100 mmol/L NaCl, pH 7.4) in presence of 1x protease and phosphatase inhibitors for 1 hour at 4°C while rotating. See Supplementary Table S3 for antibody details.

### Polysome Profiling

A total of 1 × 10^7^ cells per condition were used for polysome profiling as described previously (7), with some modifications. In brief, cells were treated with 0.1 mg/mL cycloheximide (CHX) for 3 minutes at 37°C and washed twice with ice-cold PBS/CHX. Cell pellets were then homogenized in 200 µL of lysis buffer [1% Triton X-100, 0.3 mol/L NaCl, 15 mmol/L MgCl_2_, 15 mmol/L Tris (pH 7.4), 0.1 mg/mL CHX, 100 units RNAse Inhibitors (Takara)] for 20 minutes at 4°C in a rotating mixer. The homogenate was centrifuged to remove nuclei, and supernatants were stored at −80°C until use. For each run, equal volumes of cell lysates were layered over a 10-mL linear sucrose gradient [20%–50% sucrose in 15 mmol/L, MgCl_2_, 15 mmol/L Tris (pH 7.4), 0.3 mol/L NaCl] and centrifuged for 90 minutes at 39,000 rpm in an SW41-Ti rotor at 4°C. Absorbance at 254 nm was measured continuously as a function of gradient depth in a Bio-Rad Laboratories UV monitor. Overall translation efficiency was calculated as area under the region of the curve that represented mRNA attached to two or more ribosomes compared with the total AUC.

### Seahorse Assay

*In vitro* differentiated MDSCs were seeded in Agilent Seahorse XF96 microplates coated with 15 µg/mL of Cell-Tak (Corning) at a density of 1 × 10^5^ cells per well. Extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) were measured after injections of 25 mmol/L glucose, 1.5 µmol/L oligomycin A, 1.5 µmol/L FCCP, 1 mmol/L sodium pyruvate, 2.5 µmol/L antimycin A, and 1.25 µmol/L rotenone A optimizing a methodology described previously (18).

### Single-cell RNA sequencing and Analysis

MDSC were harvested and washed two times with PBS + 0.04% BSA. Then approximately 1 × 10^4^ cells were captured with 10X Genomics Chromium Next GEM Single Cell 5′ Kit v2. Libraries were subsequently prepared and sequenced using a NovaSeq sequencer (Illumina).

The single-cell RNA (scRNA) data were demultiplexed and converted to FASTQ file format with Illumina bcl2fastq. Initial quality control and alignment against mouse reference transcriptome Mm10-2020-A was performed on the resulting scRNA data using CellRanger (v7.0.0) count mode with SC5P-R2 chemistry. Briefly, Seurat (v4.3.0) was used to exclude any cells with >10% of the reads mapping to mitochondrial genes, cells that are considered as outliers (MAD>4) by expressing an excessive amount of genes/reads by scater (v1.22.0; ref. 19), and cells/clusters considered as doublets as identified by the intersection of DoubletFinder (v2.0.3; ref. 20) and scds (v1.9.1; ref. 21). We then performed normalization on the filtered count matrix and variance stabilization across 3,000 genes, regressing out cell-cycle and mitochondrial genes, using SCTransform v2 (22). Samples were integrated across treatment conditions using FastMNN as implemented in SeuratWrappers (v0.3.1) and defined from the batchelor (v1.10.0) R package (23). Principal component analysis (PCA) was performed, and the top 40 principal components were included in a Uniform Manifold Approximation and Projection (UMAP) for dimensionality reduction, as well as for finding shared nearest neighbors and the Leiden Clustering algorithm with a resolution of 0.9. Differentially expressed genes between treatment conditions were calculated per cluster and cell type using the Wilcoxon test implemented in the FindMarkers function of Seurat using no fold change or percent-expressed thresholds.

Cell type annotations were done by creating a reference atlas using 40 datasets that categorized features of developing and mature monocyte, PMN, and MDSC populations among others (Supplementary Table S4). Each dataset was preprocessed using methods like those outlined in this article, subSetted to have 1,000 cells representing each dataset and integrated together using FastMNN. Cell types were predicted per cell by estimating the shared nearest neighbor between the query and reference datasets using the function FindTransferAnchors of Seurat. These annotations were further refined by examining the differentially expressed genes across each cluster type.

Regulon analysis was performed using SCENIC (v1.2.4), pyScenic (v0.12.0), and their activity was scored using AUCell (v1.21.2; ref. 24). Genes were removed from this analysis if they were not expressed in at least 1% of all cells. Differential expression of regulons per cluster was performed using a Wilcoxon test between treatment conditions, corrected for multiple hypothesis testing using the Benjamini–Hochberg method, and regulons were deemed significant if they exceeded an |log_2_FC| > 0.01 and *q* < 0.01. Pathway analysis was performed on the MSigDB gene sets Hallmark, C2:Reactome, and C5:GOBP, accessed through the msigdbr (v7.4.1) R package. Significant differentially expressed pathways were identified using single-cell pathway analysis (SCPA) v1.5.2 (25) and their corresponding activity was estimated using AUCell.

Trajectory analysis was performed using monocle3 (v1.0.0; ref. 26) by importing the UMAP and PCA coordinates from the preconstructed Seurat object into the Single Cell Experiment object. Analysis was done according to the guide found at http://cole-trapnell-lab.github.io/monocle-release/monocle3. Selected branches were focused on by iterating through key start and end nodes, splitting the cells along that branch into treatment groups, and identifying variable genes along these paths with a *q*-value <0.05 and modularizing at a resolution of 0.001. To gauge the pathway and regulon activity across each branch, AUCell was used to score the activity of every cluster spanned by a given branch based on the average log-normalized expression of cells within that cluster and branch. Significant pathways and regulons were identified using an over-representation analysis as implemented in the clusterProfiler (v4.2.2) R package (27) of the gene modules on these same gene sets.

### Statistical Analysis

Statistical parameters calculated with GraphPad Prism v9.5 are described in each figure legend. Error bars indicate the SD. IC_50_ values were calculated by nonlinear regression. Student *t* tests or ANOVA were used for *P*-value calculations. Statistically significant differences (*P* < 0.05) are indicated by the exact *P* value in figures and legends.

### Data Availability Statement

Raw and processed single-cell RNA sequencing (scRNA-seq) data are available from Gene Expression Omnibus (GEO) under accession number GSE239496. Source code used to process the data and generate Figs. 5 and 6 can be found at https://github.com/mcgahalab/ly6gc_mice.

## Results

### Dabrafenib Impairs MDSC Proliferation and Differentiation

To study the impact of dabrafenib–GCN2 interaction on MDSC development, we utilized an *in vitro* model where bone marrow–derived cells are cultured in the presence of GMCSF and IL6 for 4 days to generate immune suppressive MDSCs (2, 5). First, we assessed the dabrafenib effect on MSDC suppressive function. Enriched splenic CD11c^+^ DCs were pulsed with ovalbumin peptide OVA_257–264_ and cocultured with transgenic T cells reactive against OVA_257–264_ [i.e., OTI CD8^+^ T cells (28)] in the presence or absence of MDSCs generated in a gradient of dabrafenib. Antigen-pulsed DCs drove robust T-cell proliferation (Fig. 1A and B), whereas addition of MDSCs reduced overall T-cell proliferation by 60%, increasing the fraction of undivided cells from 5% to 40% (Fig. 1A and B). Strikingly, MDSCs generated in a gradient of dabrafenib showed a dose-dependent decrease in the ability to suppress T-cell proliferation, indicating dabrafenib reduced MDSC suppressive activity. Increased enzymatic arginine metabolism is a hallmark feature of MDSC biology and suppressive function (29). Dabrafenib treatment significantly decreased expression of the arginine metabolizing enzymes such as arginase 1 (*Arg1*) and a complete abrogation of inducible nitric oxide synthase (*Nos2*), while it did not modulate GCN2 (*Eif2ak4*) gene expression (Fig. 1C). In addition, we tested the impact of dabrafenib in mature MDSC, where the drug was added during the T-cell suppression assay. While dabrafenib had no effect on T-cell proliferation after engaging DC-mediated stimulation, MDSC exposed to it lost their ability to suppress T-cell proliferation (Fig. 1D and E). These data show that dabrafenib had a profound impact on the MDSC immune-suppressive phenotype.

**FIGURE 1:**
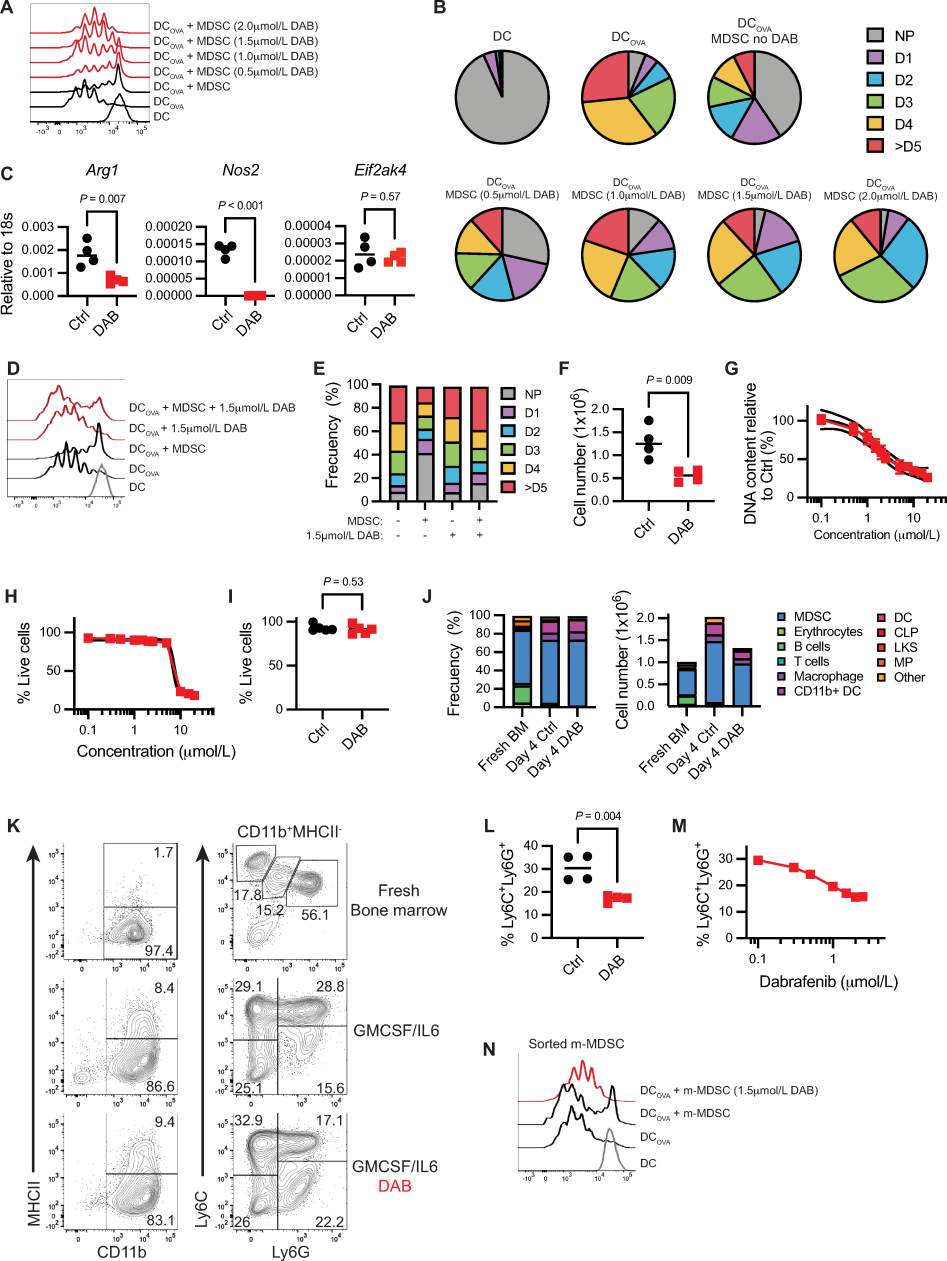
Dabrafenib (DAB) impairs MDSC proliferation and differentiation. **A,** Representative flow cytometry histograms showing antigen-specific proliferation of CD8^+^ T cells from OTI mice modulated by bone marrow–derived MDSC. T cells were cocultured with OVA_257–264_ peptide-pulsed DCs and MDSC at ratio DC: T cell: MDSC 1:10:30, where 1 = 10,000 cells, in 96-well plates for 60 hours. Experiment repeated three times with similar results. DAB = dabrafenib. **B,** Frequency of OTI CD8^+^ T undergoing one (D1), two (D2), three (D3), four (D4), or more than five (D5) cycles of division from plot A. NP = nonproliferative cells. Data are expressed as mean value. Experiment repeated three times with similar results. **C,** Mean *Arg1*, *Nos2, and Eif2ak4* expression relative to 18s RNA, assessed by qPCR (*n* = 4). MDSCs were generated in presence ± 1.5 µmol/L DAB for 4 days. *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. Experiment repeated three times with similar results. **D,** Representative flow cytometry histograms showing antigen-specific proliferation of CD8^+^ T cells from OTI mice modulated by mature bone marrow–derived MDSC. T cells were cocultured with OVA_257–264_ peptide-pulsed DCs and MDSC at ratio DC: T cell: MDSC 1:10:30, where 1 = 10,000 cells, in 96-well plates for 60 hours in presence of ± 1.5 µmol/L DAB. Experiment repeated three times with similar results. DAB = dabrafenib. **E,** Frequency of OTI CD8^+^ T undergoing one (D1), two (D2), three (D3), four (D4), or more than five (D5) cycles of division from D. NP = nonproliferative cells. Data are expressed as mean value. Experiment repeated three times with similar results. **F,** Number of MDSCs generated *in vitro* in the presence of ± 1.5 µmol/L DAB after 4 days in culture (*n* = 4). *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. Experiment repeated three times with similar results. **G,** Dose–response for inhibition of proliferation after 4 days in culture. DNA fluorescence was measured for cultures with the indicated concentration of dabrafenib. IC_50_ value was calculated at 1.59 µmol/L. Lines represent the mean ± SEM of four independent experiments. **H,** Dose–response for viability after 4 days in culture in presence of 1.5 µmol/L DAB. Each datapoint indicates the percentage of total live cells assessed by flow cytometry, normalized to control samples. Lines represent the mean ± SEM of four independent experiments. **I,** Percentage of live cells in MDSC *in vitro* cultures ± 1.5 µmol/L DAB assessed by flow cytometry. Error bars indicate ± SD (*n* = 4). *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. Experiment repeated four times with similar results. **J,** Mean frequency and total cell number of different subsets of immune cells in fresh bone marrow (BM) and MDSC. A total of 1 × 10^6^ BM cells were seeded at the start of the experiment and differentiated for 4 days ± 1.5 µmol/L DAB (*n* = 4). Color coding represents each subtype. Experiment repeated two times with similar results. **K,** Representative flow cytometry contour plots of MDSC surface phenotype when expanded for 4 days with ± 1.5 µmol/L DAB compared with the ones found in fresh bone marrow. Gates show mean frequency (*n* = 4). Experiment repeated two times with similar results. **L** and **M,** Mean frequency of the PMN population CD11b^+^MHCII^neg^Ly6C^+^Ly6G^+^ in MDSC ± 1.5 µmol/L DAB (**J**) or increasing doses of DAB (K) (*n* = 4). Experiment repeated three times with similar results. In **J**, *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. **N,** Representative flow cytometry histograms showing antigen-specific proliferation of CD8^+^ T cells from OTI mice modulated by FACS sorted m-MDSC generated in presence of ± 1.5 µmol/L DAB. T cells were cocultured with OVA_257–264_ peptide-pulsed DCs and MDSC at ratio DC: T cell: MDSC 1:10:20, where 1 = 5,000 cells, in 96-well plates for 60 hours. Experiment repeated three times with similar results. DAB = dabrafenib.

We then tested whether the reduced MDSC suppressive function in the presence of dabrafenib was the result of toxicity. We observed that the higher concentrations of dabrafenib reduced overall numbers of MDSCs (Fig. 1F). DNA content measurements indicated the IC_50_ for this effect was 1.59 µmol/L (SEM ± 0.1; Fig. 1G). To determine whether dabrafenib reduced cell numbers via toxicity, we quantified viability by flow cytometry. Cellular viability remained stable at approximately 89% (SEM ± 2.61) for dabrafenib concentrations below 10 µmol/L (Fig. 1H). Importantly, when using a dabrafenib concentration of 1.5 µmol/L (that reduced DNA content by 50%, Fig. 1G), viability was not compromised, suggesting the effect was not due to cell death (Fig. 1I).

We then asked whether dabrafenib impacted MDSC expansion or cellular composition (Fig. 1; Supplementary Fig. S1). In freshly isolated bone marrow, most cells expressed the general myeloid marker CD11b^+^ and a Ly6C^+^Ly6G^neg^ or Ly6C^+^Ly6G^+^ surface phenotype (57.8%, SEM ± 1.5). Ly6C^+^Ly6G^+^ cells represented the majority (56.1%, SD ± 2.9; Fig. 1J and K). In IL6+GMCSF expanded MDSC, CD11b^+^ cells were 94.3% (SD ± 1.8) of the total population after 4 days of culture (Fig. 1J and K). A total of 1.5 µmol/L dabrafenib did not have a significant effect on overall percentages of mature (CD11b^+^MHCII^+^) or immature (CD11b^+^MHCII^neg^) cells (Fig. 1J and K). However, PMN-MDSCs (Ly6C^+^Ly6G^+^) were significantly reduced from 28.8% (SD ± 5.1) to 17.1% (SD ± 4.5, *P* = 0.004; Fig. 1K and L). Dabrafenib-mediated reduction in the percentage of Ly6C^+^Ly6G^+^ cells was dose dependent (Fig. 1M), paralleling the decrease in DNA content observed (Fig. 1G) suggesting dabrafenib may impact PMN-MDSC differentiation in a selective fashion. In addition, when we FACS sorted the resulting m-MDSC, we observed that they were less immunosuppressive when generated in presence of dabrafenib (Fig. 1L).

### PMN-MDSCs Develop from Monocytes and Immature Progenitors

On the basis of the above findings, we predicted that dabrafenib may impact expansion of PMN-MDSC precursors. To test this, we labeled total bone marrow with a proliferation tracer dye prior to the addition of IL6+GMCSF, monitoring dye dilution over a 4-day culture period. Dabrafenib did not impact early proliferation of either the monocytic (CD3^neg^CD19^neg^CD11b^+^MHCII^neg^Ly6C^+^) or PMN (CD3^neg^CD19^neg^CD11b^+^MHCII^neg^Ly6C^+^ Ly6G^+^) populations; however, proliferation was significantly inhibited at day 4 for both monocytic and PMN populations with the PMNs more severely impacted by dabrafenib (Fig. 2A). The monocytic population was actively proliferative with >90% of the cells exhibiting low amounts of tracer dye by day 4 (Fig. 2A); in contrast, PMN cells showed two distinct CSFE peaks on day 4. While the majority (61.6%, SD ± 6.1) showed a proliferative phenotype with low levels of tracer dye, 38.4% (SD ± 6.1) appeared quiescent without further cell division compared with day 1 (Fig. 2A). Dabrafenib treatment significantly expanded this quiescent PMN population at day 4 to 67.9% (SD ± 6.2) of the population while a minority of the PMN cells now appeared proliferative (32.1%, SD ± 6.2; Fig. 2A). The subset of PMN cells that were quiescent on day 4 exhibited a surface phenotype distinct from proliferative PMNs, with decreased Ly6C expression (Fig. 2B), likely forming the Ly6G^+^Ly6C^neg^ population observed when developing MDSCs were exposed to dabrafenib (Fig. 1I). However, analysis of absolute cell numbers showed that GMCSF+IL6 preferentially expanded the monocytic population (Ly6C^+^) 13.0-fold ±4.7 compared with fresh bone marrow (Fig. 2C). Despite being more numerous at culture initiation, Ly6G^+^Ly6C^+^ cells showed significantly less proliferative potential, expanding 2.2-fold ±1 relative to baseline numbers (Fig. 2C). Dabrafenib exposure significantly reduced Ly6C^+^ cell expansion, but some proliferative potential remained as we observed a 2.0-fold expansion in Ly6C^+^ cells compared with starting numbers (Fig. 2C). In contrast, Ly6G^+^ cells were severely impacted by dabrafenib and contracted by 50% at day 4 (Fig. 2C). These data suggest the reduction in cellularity by dabrafenib exposure was caused, at least partially, by arrested Ly6C^+^ cell expansion, and indicated that PMN-MDSCs (CD11b^+^MHCII^neg^Ly6C^+^Ly6G^+^) might have originated from monocytic lineage cells.

**FIGURE 2:**
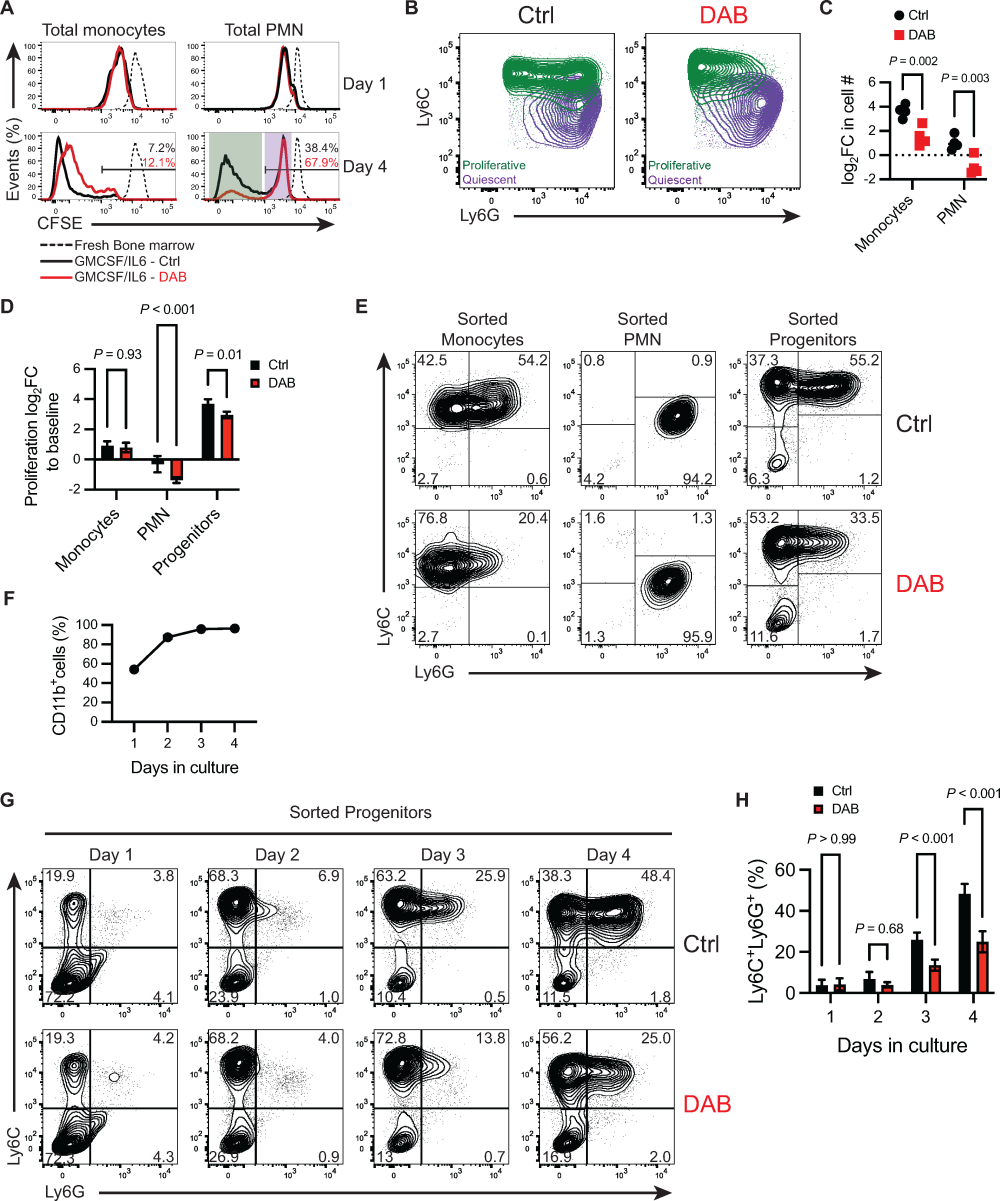
PMN-MDSCs develop from monocytes and immature progenitors. **A,** Representative flow cytometry histogram of CFSE dilution in total monocytes (CD11b^+^MHCII^neg^Ly6C^+^) and total PMN (CD11b^+^MHCII^neg^Ly6G^+^) on days 1 and 4 in culture ± 1.5 µmol/L DAB. Day 4 panels show percent (%) of CFSE^high^ cells. The purple shaded area shows PMN cells that remain quiescent and do not proliferate beyond the initial cycle on day 1. The green shaded area shows PMN cells that are highly proliferative. **B,** Representative flow cytometry contour plot of Ly6C and Ly6G expression in total PMNs gated as CD11b^+^MHCII^neg^Ly6G^+^ on day 4 after differentiation ± 1.5 µmol/L DAB. Quiescent (purple) and proliferative (green) PMN cells described in A are overlaid for each condition. **C,** log_2_ fold change (log_2_FC) of cell counts of total monocytes (CD11b^+^MHCII^neg^Ly6C^+^) and total PMNs (CD11b^+^MHCII^neg^Ly6G^+^) on day 4 normalized to the seeding counts of each lineage group at basal timepoint. MDSC were generated in presence of ± 1.5 µmol/L DAB. *P* values were determined by two-way ANOVA with Šidák correction post hoc-test. Significance considered *P* < 0.05. **D,** log_2_FC in proliferation measured by incorporation of DNA intercalating fluorescent dye on day 4, normalized to the fluorescence signal of cells at baseline. Sorted monocytes (CD3^neg^CD19^neg^CD11b^+^MHCII^neg^Ly6C^+^LyG6^neg^), PMN (CD3^neg^CD19^neg^CD11b^+^MHCII^neg^Ly6C^med^LyG6^+^) or progenitors (CD5^neg^CD11b^neg^CD19^neg^ B220^neg^Gr-1^neg^TER119^neg^) were differentiated to MDSC ± 1.5 µmol/L DAB. Cells were sorted from fresh bone marrow and plated at the same cell density (2 × 10^4^ cells/well). Bars show mean ± SD (*n* = 4). *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. **E,** Representative flow cytometry contour plot of Ly6C and Ly6G expression in CD11b^+^MHCII^neg^ cells differentiated for 4 days. Initial cell source was either sorted bone marrow monocytes (CD3^neg^CD19^neg^CD11b^+^MHCII^neg^Ly6C^+^LyG6^neg^), bone marrow PMNs (CD3^neg^CD19^neg^CD11b^+^MHCII^neg^Ly6C^med^LyG6^+^) or bone marrow progenitors (CD5^neg^CD11b^neg^CD19^neg^ B220^neg^Gr-1^neg^TER119^neg^). Gates show mean frequency. **F,** Frequency of total CD11b^+^ cells during sorted progenitor differentiation, assessed by flow cytometry for each day of cell differentiation. Line represents mean ± SD (*n* = 4). **G,** Representative contour plot of Ly6C and Ly6G expression in CD11b^+^MHCII^neg^ cells each day during sorted progenitor differentiation. Gates show mean frequency. Experiment repeated three times with similar results. **H,** Frequency of the granulocytic population CD11b^+^MHCII^neg^Ly6C^+^Ly6G^+^ during progenitor differentiation, determined by flow cytometry for each day of cell differentiation. Bars indicate mean ± SD (*n* = 4). *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. For all panels, experiments were repeated three times with similar results. DAB = dabrafenib.

MDSCs exhibit plasticity in expansion and differentiation potential, promoting MDSC contribution to multiple mature myeloid populations in tissue microenvironments. Thus, to elucidate the cellular dynamics contributing to population development, we examined the effect of dabrafenib on expansion and differentiation of FACS-enriched myeloid precursors or more mature PMN and monocytic lineage cells. Sorted progenitors [lineage negative: CD5, CD11b, CD19, CD45R/B220, Ly6G/C(Gr-1), TER119, 7-4], monocytic (CD3^neg^CD19^neg^Ter119^neg^NK1.1^neg^CD11b^+^MHCII^neg^Ly6C^+^) or PMN (CD3^neg^CD19^neg^Ter119^neg^NK1.1^neg^CD11b^+^MHCII^neg^Ly6C^+^ Ly6G^+^) cells from bone marrow were seeded at the same cell density and cultured for 4 days with GMCSF+IL6 ±dabrafenib. Progenitors exhibited the greatest proliferative potential, expanding 6.9-fold more than enriched monocytic cells and 16.2-fold more than PMN cultures (Fig. 2D). Monocytic cells nearly doubled (log_2_FC = 0.9, SD ± 0.3), in stark contrast to isolated PMN populations that failed to expand in culture (Fig. 2D), indicating that the PMN accumulation observed in bulk cultures developed from progenitors and/or monocytic cells. Contrary to observations in bulk cultures, dabrafenib did not affect monocyte proliferation; however, dabrafenib accentuated PMN population contraction (Fig. 2C and D). Dabrafenib significantly reduced progenitor cell expansion (*P* < 0.01), suggesting that differential progenitor sensitivity to dabrafenib may be driving the observed effects on overall MDSC expansion (Fig. 2D). In progenitor cultures, exposure to IL6+GMCSF promoted development of monocytic Ly6C^+^Ly6G^neg^ and PMN Ly6C^neg^Ly6G^+^ MDSC populations (Fig. 2E). Similarly, monocytic cultures showed emergence of a Ly6C^+^Ly6G^+^ MDSC population after culture with GMCSF+IL6 for 4 days (Fig. 2E). Importantly, dabrafenib significantly reduced the Ly6C^+^Ly6G^+^ population for both monocytic and progenitor cultures (Fig. 2E). This contrasted Ly6C^neg^Ly6G^+^ PMN cultures which lacked the ability to differentiate into Ly6C^+^ MDSCs in the presence or absence of dabrafenib (Fig. 2E). Thus, the data suggest that dabrafenib limits differentiation plasticity of myeloid progenitors and newly generated m-MDSCs.

To better understand the impact of dabrafenib on MDSC development from progenitors, we monitored the kinetics of MDSC emergence from precursor populations. Total CD11b^+^ cells comprised 54% (SD ± 3) of all cells on day 2, and significantly increased up to 95.9% (SD ± 0.6) by day 3 (*P* < 0.001; Fig. 2F) an effect not impacted by dabrafenib. Monocytic Ly6C^+^Ly6G^neg^ MDSCs emerged as early as day 1 of culture, expanding to 68% (SD ± 4.3) of the total cultures by day 2. (Fig. 2G). In contrast, PMN-MDSCs did not significantly expand until culture day 3 where they were 25.9% (SD ± 3.6) of all MDSCs, further expanding to 48.4% (SD ± 4.7) on day 4 (Fig. 2G). Importantly, the Ly6G^+^ population emerged from the Ly6C^+^ myeloid population (Fig. 2G), consistent with the notion that PMN-MDSCs develop from the m-MDSCs. Dabrafenib did not impact m-MDSC expansion; however, PMN-MDSC expansion was significantly reduced (*P* < 0.001) on day 3 and the PMN-MDSCs that developed exhibited lower overall Ly6G expression (Fig. 2G and H). Thus, the data suggest inflammatory cytokines drive sequential evolution of MDSCs into Ly6C^+^ populations that lead to later emergence of PMN-MDSCs. Thus, transition from monocytic Ly6C^+^Ly6g^neg^ to PMN Ly6C^+^Ly6G^+^ MDSCs is attenuated by dabrafenib.

### Dabrafenib-induced GCN2 Activation Alters Proliferation and Differentiation of MDSCs

Dabrafenib targets BRAF-mut; however, it also paradoxically hyperactivates the MAPK pathway in BRAF wild-type cells resulting in ERK1 and ERK2 activation (30). Accordingly, we observed a dabrafenib dose-dependent increase in phospho-(p)ERK1/2 in MDSCs with a 2-fold induction over baseline phosphorylation at 1 µmol/L (Fig. 3A and B). In control MDSCs, ERK1/2 activation was driven by a combination of IL6 and GMCSF signaling (Fig. 3C), an effect that was significantly enhanced by dabrafenib. Decreased cellularity due to dabrafenib was observed only when GMCSF was added to the cultures alone or in combination with other cytokines suggesting dabrafenib specifically impacts GMCSF-induced cellular expansion (Fig. 3D). Because dabrafenib enhanced ERK1/2 activation, we tested whether this was responsible for altered differentiation of MDSCs *in vitro*. For this, we used the MEK inhibitor trametinib to block ERK1/2 phosphorylation in dabrafenib-exposed MDSCs. A trametinib concentration of 3 nmol/L was sufficient to abrogate dabrafenib-induced p-ERK1/2 (Fig. 3E). However, MDSC cultures treated with trametinib had reduced cell numbers comparable to dabrafenib-treated MDSCs (Fig. 3F). Similarly, differentiation in presence of both dabrafenib and trametinib failed to restore dabrafenib-mediated PMN-MDSC phenotype (CD11b^+^MHCII^−^Ly6C^+^Ly6G^+^) observed in controls. (Fig. 3G). This shows that increased MAPK activity was not responsible for dabrafenib-mediated effects on MDSCs.

**FIGURE 3:**
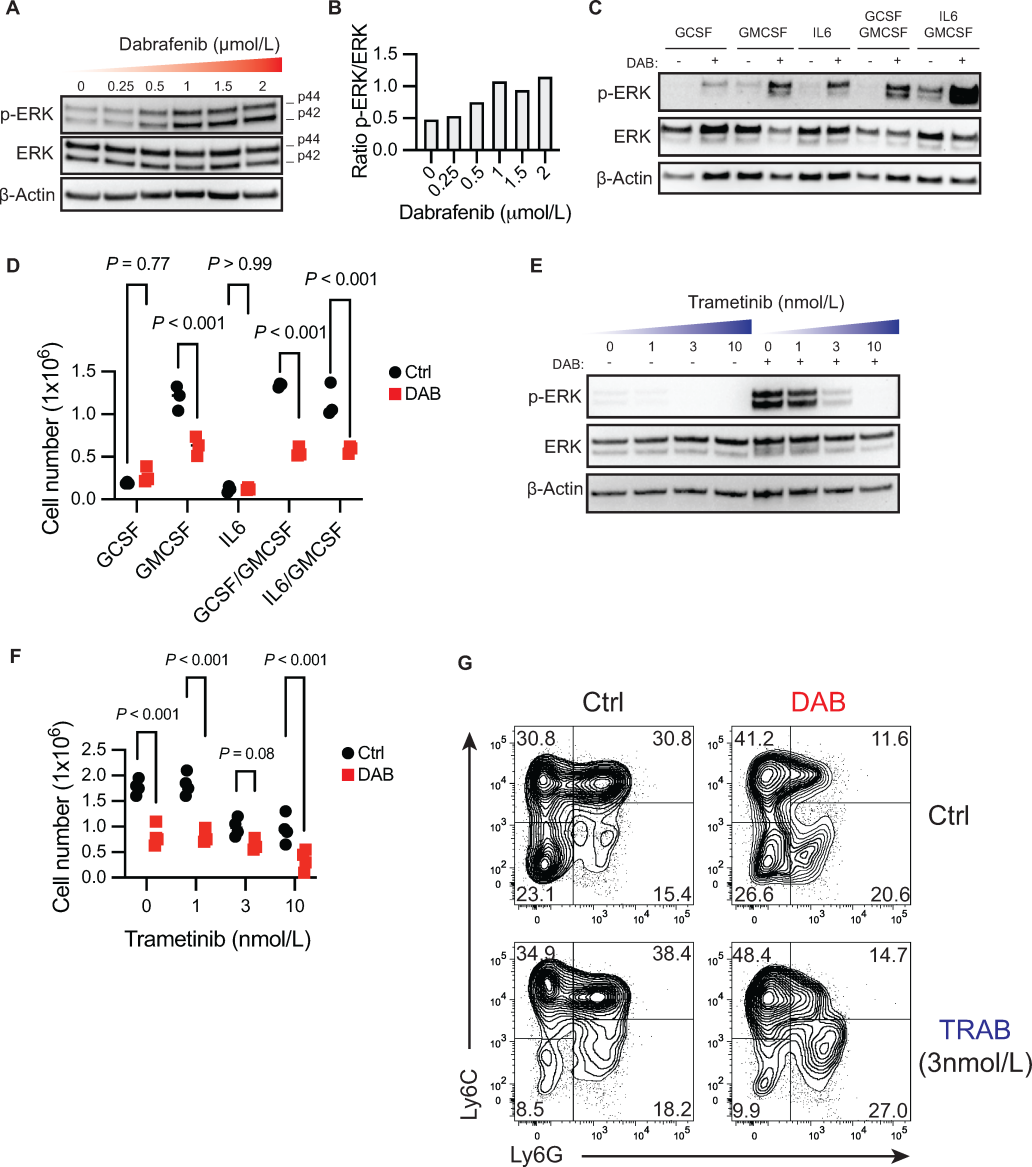
Activation of MAPK by dabrafenib is not responsible for phenotypic changes during differentiation. Western blot analysis (**A**) and relative quantification (**B**) of ERK1/2 phosphorylation (p-ERK) versus total protein at increasing doses of DAB in bone marrow–derived MDSC cultures on day 4 of differentiation with IL6+GMCSF. Western blot analysis of p-ERK (**C**) and total cell counts (**D**) of bone marrow cells differentiated with indicated cytokines ± 1.5 µmol/L DAB for 4 days. For **D**, *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. Western blot analysis of p-ERK (**E**) and total cell counts (**F**) of MDSC differentiated in presence of increasing doses of MEK inhibitor Trametinib (TRAB) ± 1.5 µmol/L DAB for 4 days. For F, *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. **G,** Representative contour plot of Ly6C and Ly6G expression in CD11b^+^MHCII^neg^ cells expanded in presence of 1.5 µmol/L DAB and/or 3 nmol/L TRAB. For all panels, experiments were repeated three times with similar results. DAB = dabrafenib.

We then tested whether GCN2 activation was mechanistically required for dabrafenib modulation of MDSC differentiation. GCN2-deficient bone marrow was able to proliferate and develop into MDSCs in a manner comparable to GCN2 wild-type controls (Fig. 4A–C) suggesting GCN2 is not required for MDSC development. However, when GCN2 expression was lost, dabrafenib exposure no longer impacted expansion or differentiation of Ly6C^+^Ly6G^+^ MDSCs (Fig. 4A–C). Moreover, transcripts for the GCN2-responsive genes *Asns* and *Atf4* were significantly induced by dabrafenib, an effect that was completely abrogated in MDSC cultures lacking the gene coding GCN2, *Eif2ak4* (Fig. 4D). This shows GCN2 is activated by dabrafenib and GCN2 function is required for dabrafenib's MDSC inhibitory effects.

**FIGURE 4:**
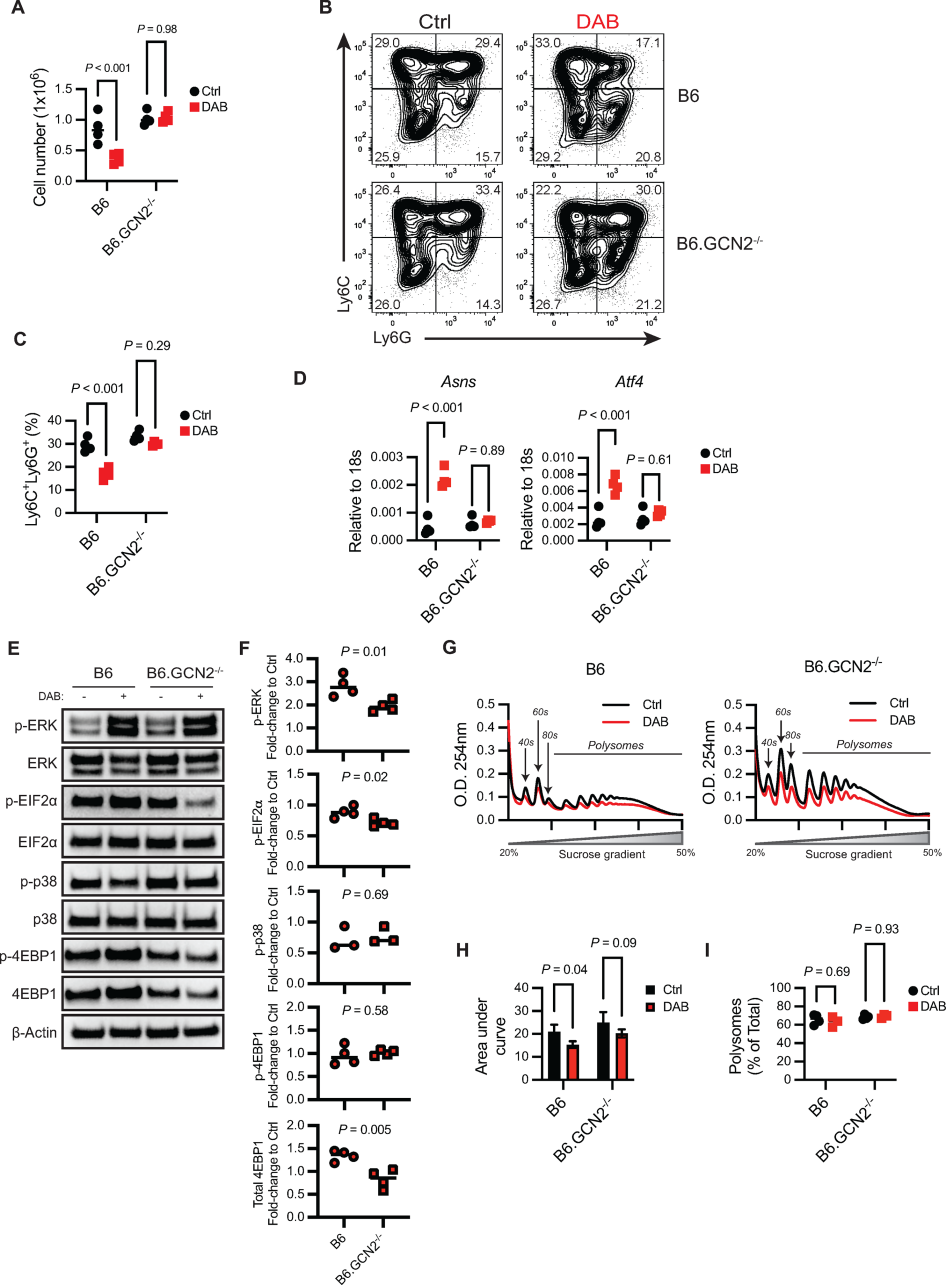
Dabrafenib-induced GCN2 activation alters proliferation and differentiation of MDSCs. **A,** Total cell counts in MDSC *in vitro* cultures from wild-type (B6) and GCN2-deficient (B6.GCN2^−/−^) mice differentiated in presence of ± 1.5 µmol/L DAB. *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. **B,** Representative flow cytometry contour plot of Ly6C and Ly6G expression in wild-type and GCN2^−/−^ MDSCs differentiated in presence of ± 1.5 µmol/L DAB. **C,** Frequency of CD11b^+^MHCII^neg^Ly6C^+^Ly6G^+^ MDSCs in wild-type and GCN2^−/−^ MDSCs differentiated in presence of ± 1.5 µmol/L DAB. *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. **D,** qPCR of *Asns* and *Atf4* in MDSCs lysates in wild-type and GCN2^−/−^ MDSCs differentiated in presence of ± 1.5 µmol/L DAB, relative to *18s* mRNA. *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. Western blot analysis (**E)** and densitometry quantification (**F**) of ERK1/2, eIF2α, p38, and 4EBP1 phosphorylation relative to total protein in whole culture MDSC lysates. Quantification is shown as fold change in the intensity signal of samples treated with 1.5 µmol/L DAB compared with Ctrl sample for each genotype (wild-type or GCN2^−/−^). *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. **G–I,** Ribosomal profiling analyzed in wild-type and GCN2^−/−^ MDSC lysates. **G,** Optical density (O.D.) at 254 nm. The area designated as “polysomes” represents the fraction of RNA-forming complexes of two or more ribosomes. **H,** AUC of the region marked as polysomes in G. Bars indicate mean ± SD (*n* = 4). *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. **I,** Relative quantification (%) of the AUC in polysomes versus monosomes (40s, 60s, and 80s region). Data are expressed as mean ± SD (*n* = 4). *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. For all panels, experiments were repeated three times with similar results. DAB = dabrafenib.

We next examined how dabrafenib–GCN2 interaction impacted ISR responses in MDSCs. eIF2α, the main target of GCN2 kinase activity, showed constitutive phosphorylation in control MDSC cultures, likely as a result of proliferative and translational stress (Fig. 4E and F). Loss of *Eif2ak4* did not impact basal p-eIF2α in MDSCs; however, addition of dabrafenib caused an unexpected 50% reduction in p-eIF2α in GCN2-deficient MDSCs compared with wild-type controls (Fig. 4E and F). Moreover, in GCN2^−/−^ MDSCs, there were reduced overall levels of 4EBP1, a negative regulator of translation (31) in treated conditions (Fig. 4E and F). In contrast, the dabrafenib-induced ISR response did not trigger cell death response though p38 activation (Fig. 4E and F). This suggested that in the absence of GCN2, dabrafenib reduced ISR signaling potentially enhancing translation. Thus, taken together, the data suggest GCN2 is activated by dabrafenib, and GCN2 stress signaling is the principal mechanism that drives altered MDSC differentiation.

We have shown previously that GCN2 activation can alter ribosome association with mRNA in myeloid cells resulting in a shift from polysomes to single ribosome-bound mRNA, a hallmark of reduced protein translation activity (7). Therefore, we examined whether dabrafenib treatment impacted RNA/ribosome association in MDSCs in a GCN2-dependent manner. Sucrose gradient analysis of RNA–ribosome complexes showed that dabrafenib reduced overall association of ribosomes with mRNA (Fig. 4G and H). However, it did not change the relative frequency of polysomes versus 40s/60s subunits or 80s ribosomes suggesting dabrafenib did not negatively impact polysome formation in a specific manner (Fig. 4I). Importantly, GCN2-deficient MDSCs exhibited a similar pattern of polysome association with mRNA (Fig. 4I). However, the dabrafenib-induced reduction in overall ribosome association with mRNA transcripts was attenuated in GCN2-deficient MDSCs (Fig. 4G and H). Thus, the data suggest that dabrafenib impacts development of MDSCs by a GCN2-dependent mechanism, with a general reduction in ribosome–mRNA interaction.

### Dabrafenib Induces Broad Transcriptional Changes in MDSCs

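MDSCs were generated from bone marrow of female C57BL/6 mice aged 10 weeks, cultured for 4 days with GM-CSF and IL-6, each at 50 ng/mL, in the presence of 1.5 µmol/L dabrafenib (DAB) or of DMSO. For scRNA-seq, 1 library was made per condition with the 10x Genomics 5′ v2 chemistry. The number of mice behind each library is not given in the sources used here. The authors counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger 7.0.0 on the mm10 reference, and the deposited values are these raw UMI counts, before the authors' cell filters. The paper's methods give approximately 10000 captured cells. The DMSO file held 9855 barcodes and 106792967 UMIs, with a median of 8068 UMIs and 2292 genes per barcode. The DAB file held 11631 barcodes and 165506902 UMIs, with a median of 10273 UMIs and 2709 genes. Barcodes with over 10% mitochondrial UMIs were left out, 55 for DMSO and 89 for DAB, and no barcode lay beyond 4 median absolute deviations in UMIs or genes. A score from simulated doublets, in place of the paper's pair of doublet programs, removed 768 DMSO and 1066 DAB barcodes. The 9032 DMSO and 10476 DAB cells that remained were analysed. The score called 43.5% of 400 doublets planted as a test, so other doublets stay among these cells. Analytic Pearson residuals of the 3000 most variable genes, with cell cycle scores and mitochondrial share regressed out, gave 40 principal components, which were aligned between the libraries by mutual nearest neighbours (k = 20). Leiden clustering at resolution 0.9 then gave 26 clusters, lettered A to Z here because they cannot be matched to the paper's 22 numbered clusters.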

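Clusters were given the name of the class whose marker genes they expressed most, from 16 marker lists, by a rule that was set after the clusters had been seen. A name such as mature PMN-like refers to these markers alone. The rule named 16 clusters and left 10 unnamed, with 41.7% of the DMSO and 38.0% of the DAB cells. Cells were clustered on genes that the treatment itself can move. Shares of cells are therefore also given from a second clustering, chosen after the data were seen, without the 226 genes whose summed UMIs differed at least 2-fold in 1 direction between the libraries in most clusters. It gave 24 clusters and left 37.1% of DMSO and 34.7% of DAB cells unnamed. A direction of change in a share is read only where both clusterings give it, and where it stays when every cluster, unnamed ones included, takes its nearest class, a condition added after the data were seen. With 1 library per condition the spread between replicates cannot be estimated, so no test between the conditions was made and no p-value was taken from cells. Shares of cells carry exact (Clopper-Pearson) 95% intervals, and UMI counts, summed over the cells of a library or class and scaled to a common total (CPM), carry exact Poisson intervals. Both cover counting error only. With 1 library per condition, a cluster made mostly of cells of 1 library may be that library rather than a cell type. All log2 ratios are DAB over DMSO, and a direction is read for a gene only from a log2 ratio of at least 0.5 in size whose interval leaves out 0. Gene positions are those of GRCm38.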

GCN2-induced transcriptional responses are key drivers of its effect on myeloid cell phenotype (5); therefore, we next analyzed the transcriptomic responses in dabrafenib-treated MDSC subpopulations by scRNA-seq. Most cells were identified as myeloid, expressing *Itgam* (the gene encoding CD11b), with varying expression of MHC molecules (e.g., *H2-Aa*) and lineage identity markers (e.g., *Ly6c2* and *Ly6g*; Fig. 5A and B). 

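Shares of cells with a UMI were taken after every cell had been thinned at random to 1500 UMIs, which left out 436 DMSO and 292 DAB cells with fewer. Itgam (ENSMUSG00000030786, chromosome 7 from 128062640 to 128118491) had a UMI in 44.1% of 8596 DMSO cells (95% interval 43.0 to 45.1) and in 49.5% of 10184 DAB cells (48.6 to 50.5). Without thinning, the setting that moved these shares most, they were 81.7% and 84.1%. B cell-like cells carry little Itgam and serve as a measure of the free RNA in the droplets. In them the thinned share was 0.794% of 126 DMSO cells and 1.15% of 174 DAB cells, with median depths before thinning of 4124 and 5236 UMIs against 7956.5 and 9735.5 over all cells. H2-Aa (ENSMUSG00000036594, chromosome 17 from 34282744 to 34287823) had a UMI in 11.8% of DMSO and 9.67% of DAB cells. Its share was 88.7% and 83.2% in the mature monocyte-like class and 0.911% and 1.58% in the mature PMN-like class. Ly6c2 was found in 24.8% of DMSO and 30.8% of DAB cells, and in 1.59% of the DMSO B cell-like cells. Among intermediate granulocyte-like cells its share was 70.9% and 80.6%. Ly6g was found in 14.1% of DMSO cells (13.4 to 14.9) and 7.55% of DAB cells (7.05 to 8.08). Its share was 55.9% and 41.5% among intermediate granulocyte-like cells and 2.48% and 2.60% among mature PMN-like cells. No Ly6g UMI was found in the DAB B cell-like cells, which allows a share of up to 2.10%.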

To facilitate the proper annotation of the clusters, we integrated and annotated 40 datasets from publicly available data in GEO database spanning bone marrow enriched subpopulations, including different sets of precursors, as well as monocytic and PMN cells isolated from bone marrow and peripheral tissues in healthy and disease conditions (Supplementary Fig. S2A). This reference atlas was used to project our MDSC scRNA-seq onto. Annotation prediction (Supplementary Fig. S2B) as well as differential expressed genes (Supplementary Fig. S3) were used to curate the assignations. Cluster identity analysis revealed an array of bone marrow enriched developmental cell types including immature monocyte and PMN precursors and more mature monocytic and PMN populations. 

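Beside the monocytic and granulocytic classes of larger size, the marker lists named smaller classes. Granulocyte progenitor-like cells, led by Elane, Mpo and Prtn3, were 2.06% of DMSO cells (186 cells) and 0.888% of DAB cells (93 cells). In the second clustering the class of this name was 3.48% and 5.30%, the other direction, so none is read. Macrophage-like cells made up 1.87% and 1.30%, and activated dendritic cell-like cells 1.73% and 0.993%. The second clustering had no macrophage class and gave 1.68% and 0.974% for activated dendritic cell-like cells, lower in DAB as in the first. B cell-like cells were 1.51% and 1.79%, with overlapping intervals (1.26 to 1.78 and 1.55 to 2.07), and T or NK cell-like cells 24 and 21 cells. Basophil- or mast cell-like cells were 0.576% and 0.859%, and the eosinophil-like cluster held 5 DMSO and 30 DAB cells. A cycling monocyte progenitor class was named in the second clustering, with 10.3% of DMSO and 8.66% of DAB cells, and without cell cycle regression, with 4.76% and 4.74%. Of the cells it holds in the second clustering, 1318 were in the immature monocyte-like class of the first clustering.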

Four clusters were transcriptionally similar to mature PMNs found in the peritoneal cavity (clusters 1, 5, 11, and 13) expressing *Cfs3r*, *Mmp9*, *Cd9*, and *Il1rn* (ref. 32; Supplementary Fig. S3). In addition, five clusters (clusters 3, 4, 8, 9, and 10) were transcriptionally similar to developing PMNs found in the bone marrow, suggesting a more intermediate phenotype (33), while cluster 6 was transcriptionally similar to immature, Ly6G^lo^ neutrophils found in the peritoneal cavity (32) characterized by expression of several immunomodulatory chemokines (Supplementary Fig. S3). 

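Clusters B, H and V were mature PMN-like. Csf3r, Mmp9, Cd9 and Il1rn are among the markers that name this class, so their levels in it are not independent of the name. In the class, Csf3r (ENSMUSG00000028859) stood at 418 CPM in DMSO and 216 in DAB, a log2 ratio of -0.95 (-1.04 to -0.86). Within clusters B, H and V it was -0.72, -0.38 and -0.074, so a part of the class ratio is the mix of clusters. Mmp9 (ENSMUSG00000017737) stood at 523 and 1581, with log2 ratios of 1.64, 1.32 and 1.42 in B, H and V. In the same order they were 1.11, 0.72 and 0.58 for Cd9 and 1.00, 0.97 and 0.56 for Il1rn. Among B cell-like cells Csf3r stood at 2.98 and 2.87 CPM, the level of free RNA. Mmp9 and G0s2, another marker of the class, were among the genes left out of the second clustering.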

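Clusters E and O were intermediate granulocyte-like. Cluster E had 8 of 10 markers of the class raised and was led by Camp, Ltf and Ngp, and cluster O had 6 of 10 raised and was led by Retnlg and Ly6g. The libraries filled the class with different clusters, since E held 915 of the 1029 DMSO cells and O held 417 of the 654 DAB cells. A ratio over the whole class therefore also compares E with O. Clusters G and I were named chemokine-high granulocyte-like from Ccl3, Ccl4, Cxcl2, Cxcl3 and Ccl6. Of these, G had 3 raised and I had all 5. Ly6g (ENSMUSG00000022582, chromosome 15 from 75155240 to 75159126) stood at 54.5 CPM in DMSO and 88.7 in DAB in this class, against 942 and 738 in the intermediate granulocyte-like class. In the mature PMN-like class it stood at 20.3 and 24.3. Its level in B cell-like cells was 4.48 in DMSO (0.923 to 13.1).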

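Cluster A was the only cluster named immature monocyte-like, from Spp1, Lpl, Mgl2, Mmp12, Ccr2, Fn1 and F13a1, of which 6 were raised. In it, Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) stood at 5486 CPM in DMSO and 7316 in DAB, a log2 ratio of 0.42, which is under the size from which a direction is read. The ratios of the others in cluster A were -1.17 for Lpl, -1.10 for Mgl2, -0.83 for Mmp12 and -2.73 for Ccr2. Ccr2 (ENSMUSG00000049103) fell from 192 to 29.0 CPM. Mgl2 was not confined to this cluster and stood at 1720 and 1004 CPM in mature monocyte-like cells. No cluster received the immature monocyte name in the second clustering, where 3 of the 7 markers (Lpl, Ccr2 and F13a1) were left out, or at Leiden resolution 1.5.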

Three clusters (clusters 0, 2, and 12) identified as immature monocyte lineage cells characterized by expression of *Spp1*, *Lpl*, *Mgl2*, *Mmp12*, and *Ccr2* (Fig. 5B; Supplementary Fig. S3). 

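Cluster F was mature monocyte-like, from the antigen presentation genes H2-Aa, H2-Ab1, H2-Eb1, Cd74, Ciita, Cd209a and H2-DMa. It held 497 DMSO and 632 DAB cells, 5.50% (5.04 to 5.99) and 6.03% (5.58 to 6.51) of their libraries. The second clustering gave 6.05% and 6.30% for the class of this name. In neither clustering was a difference between the libraries detectable beyond counting error. H2-Aa stood at 3287 CPM in DMSO and 2672 in DAB in these cells, and at 4.09 and 5.18 in intermediate granulocyte-like cells.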

There were two clusters (cluster 7, 20) with a mature monocyte transcriptional profile including expression of genes related to antigen presentation, migration, and recruitment (Supplementary Fig. S3).

**FIGURE 5:**
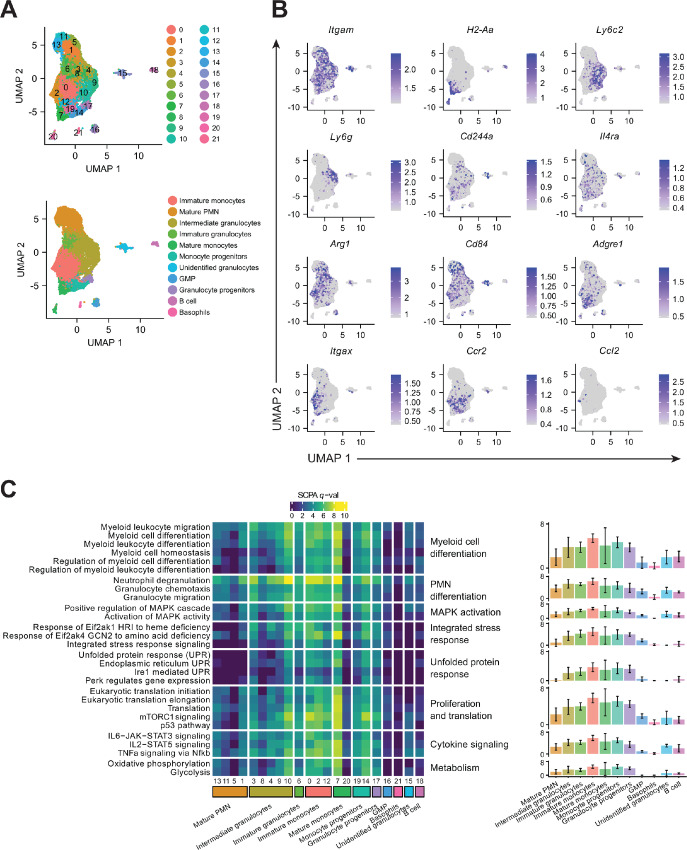
Dabrafenib induces broad transcriptional changes in MDSCs. **A,** Top, UMAP plot of the integrated scRNA-seq data from MDSC differentiated ± 1.5 µmol/L DAB, showing the 22 clusters defined by Seurat analysis. Bottom, UMAP plot of the integrated scRNA showing the 11 annotated lineage clusters. **B,** UMAP plot of the integrated scRNA-seq data from MDSCs showing RNA expression of selected myeloid markers. Scale represents normalized RNA expression. **C,** Heat map of the SCPA multivariate distribution analysis of genes associated with the Hallmark, Reactome, and Gene Ontology (GO) Biological process pathways. Pathways are representative top biological processes involved in myeloid cell and PMN differentiation, MAPK activation, ISR, UPR, proliferation and translation, cytokine signaling, and respiration metabolism. Left panel shows *q*-value for individual pathways in each cluster. Right panel shows the average *q*-value ±SD for the pathways included in the biological process indicated, for each annotated group. Higher *q*-values represent pathways with greater differences upon stimulation with DAB versus control. *q*-value is defined by SCPA as the square root of the log_10_(*P*-adjusted values) based on the Rosenbaum cross-match test.

To evaluate the overall impact of dabrafenib in each cluster, we performed multivariate distribution analysis with SCPA for each cluster comparing dabrafenib with controls (25). 

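The gene sets scored by SCPA were not used here, and lists of differentiation genes were written by hand in their place. For each list the median log2 ratio was taken over genes with at least 20 summed UMIs, with an exact order-statistic interval over the genes. Its percentile among 10000 random lists of the same size and expression describes these libraries and is not a test. Over all cells the secondary granule genes (11 genes, among them Ltf, Lcn2, Camp and Ngp) had a median of -1.41 (-2.25 to -0.08), at percentile 0. Over the alternatives it ranged from -1.67 to -1.10. Monocyte lineage genes (10 genes, among them Csf1r, Ccr2 and Irf8) had a median of -1.21 (-1.88 to 0.82), with 3 of 10 genes above 0, and -1.21 to -0.69 over the alternatives. Primary granule genes had -0.36 (-0.87 to 0.98, percentile 1.24), with members in both directions. Tertiary granule and mature PMN genes had 0.33 (-0.13 to 1.45, percentile 98.7). Of the 18 clusters with at least 100 cells of each library, 17 had enough secondary granule genes to give a median, and 12 of these had one below that of all genes. The median of the monocyte lineage genes was below that of all genes in 15 of 16 clusters and above it in 0.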

As expected, processes involved in myeloid and granulocyte differentiation were among the top regulated pathways in most clusters (adjusted *P*-value <0.01) as shown by a higher *q*-value statistic (Fig. 5C). 

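Between classes the lists moved by different amounts, and whether the classes differ could not be tested with 1 library per condition. In intermediate granulocyte-like cells the secondary granule genes had a median log2 ratio of -1.28 (-2.35 to -0.34), which also reflects the mix of clusters. Within clusters E and O it was -0.38 (-1.51 to 0.25) and -0.57 (-1.75 to 0.14). The median was -0.77 (-1.87 to 0.69) in mature PMN-like cells and -0.15 (-1.86 to 0.97) in chemokine-high granulocyte-like cells. Monocyte lineage genes had a median of -1.71 (-3.65 to 0.39) in immature monocyte-like cells and -0.98 (-1.94 to 0.96) in chemokine-high granulocyte-like cells, with percentiles of 0 and 0.02. In mature monocyte-like cells it was -1.37. Tertiary granule and mature PMN genes had a median of 0.61 (0.08 to 1.65) in chemokine-high granulocyte-like cells, and of 0.55 (-0.39 to 1.06) in cluster E and 0.013 (-0.50 to 0.63) in cluster O. The primary granule genes had -0.079 (-0.50 to 1.12) in E, and O had too few of them for a median.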

Importantly, higher *q*-values were observed in immature granulocyte and immature monocyte clusters and, to a lesser extent, precursor clusters supporting the prediction that dabrafenib modulates differentiation at stages where cells still possess plasticity. Moreover, MAPK pathway regulation and GCN2 response genes were also significantly influenced by dabrafenib while the UPR was mildly impacted (Fig. 5C). In addition, dabrafenib treatment modulated proliferation and translation as well as STAT3, STAT5, and NFκB transcriptional modules in most clusters (Fig. 5C).

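A list of 34 amino acid response genes, targets of GCN2 and ATF4 such as Asns, Chac1, Trib3 and Psat1, stood for the GCN2 response. Over all cells 31 of the 33 genes detected were higher in DAB, with a median log2 ratio of 1.48 (1.00 to 1.93) at percentile 100 of the random lists. Its range over the alternatives was 1.46 to 1.52. The median was highest in intermediate granulocyte-like cells among the 5 classes with at least 200 cells per library, at 1.88 (1.33 to 2.56), and lowest in chemokine-high granulocyte-like cells, at 1.12 (0.74 to 1.62). It was above the median of all genes in 17 of 18 clusters, and the exception was the B cell-like cluster. Genes that report ERK output (18 genes, among them Dusp6, Spry2 and Etv5) had a median of 0.34 over all cells, with an interval of -0.07 to 0.80 and 11 genes above 0. In the mature PMN-like clusters B and H it was 0.49 (0.08 to 1.03) and 0.39 (-0.27 to 0.92), and in immature monocyte-like cells -0.02 (-0.08 to 0.76). The unfolded protein response list (24 genes, among them Hspa5, Dnajb9 and Xbp1) had a median of 0.31 (0.09 to 0.41), with 20 genes above 0. By class it ran from 0.57 (0.21 to 0.95) in intermediate to -0.33 (-0.58 to -0.10) in chemokine-high granulocyte-like cells.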

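The proliferation list (22 genes, among them Mki67, Top2a and Cdk1) had a median log2 ratio of -0.13 (-0.39 to 0.06) over all cells, and it was above the median of all genes in 9 clusters and below it in 9. By class it was -2.88 (-3.57 to -1.73) in chemokine-high granulocyte-like and 0.57 (0.35 to 0.78) in mature monocyte-like cells. The intermediate granulocyte-like class had -0.20 (-0.40 to 0.31), which also compares E with O. Within these clusters the list was higher, at 0.62 (0.49 to 0.78) in E and 1.09 (0.38 to 1.55) in O. Cells with at least 3 UMIs of the list after thinning made up 10.2% of DMSO (9.56 to 10.8) and 8.27% of DAB cells (7.74 to 8.82). Without thinning these shares were 28.7% and 28.5%, so the difference depends on the depth of the cells. In mature monocyte-like cells the thinned shares were 10.1% and 14.9%. In chemokine-high granulocyte-like cells 9 of 316 DMSO and 6 of 1775 DAB cells reached 3 UMIs. At least 1 UMI was found in 20.3% and 17.4% of them (log2 ratio -0.22, -0.62 to 0.19), a smaller difference than that of the median. For translation, 82 genes of cytosolic ribosomal proteins had a median of 0.07 (0.02 to 0.09), at percentile 66.7. When each cell weighed the same, it became -0.03, at percentile 0.17. In mature PMN-like cells it was -0.36 (-0.40 to -0.33) and in mature monocyte-like cells 0.21 (0.16 to 0.24). STAT3 targets (10 genes, among them Socs3 and Bcl3) had -0.37 (-0.76 to 0.12), which came to -0.070 in the alternative that moved it most, with 2 genes above 0 and a median below that of all genes in 17 of 18 clusters. STAT5 targets (11 genes, among them Cish and Socs2) had 0.30 (-0.05 to 1.35), above that of all genes in 14 clusters. NF-κB targets had 0.10 (-0.29 to 0.30) over all cells (0.088 to 0.37 over the alternatives), 0.58 (-0.01 to 1.02) in mature PMN-like and -0.47 (-1.85 to 0.05) in mature monocyte-like cells. Their clusters were split, with 8 above and 10 below.

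**Figure D1:**
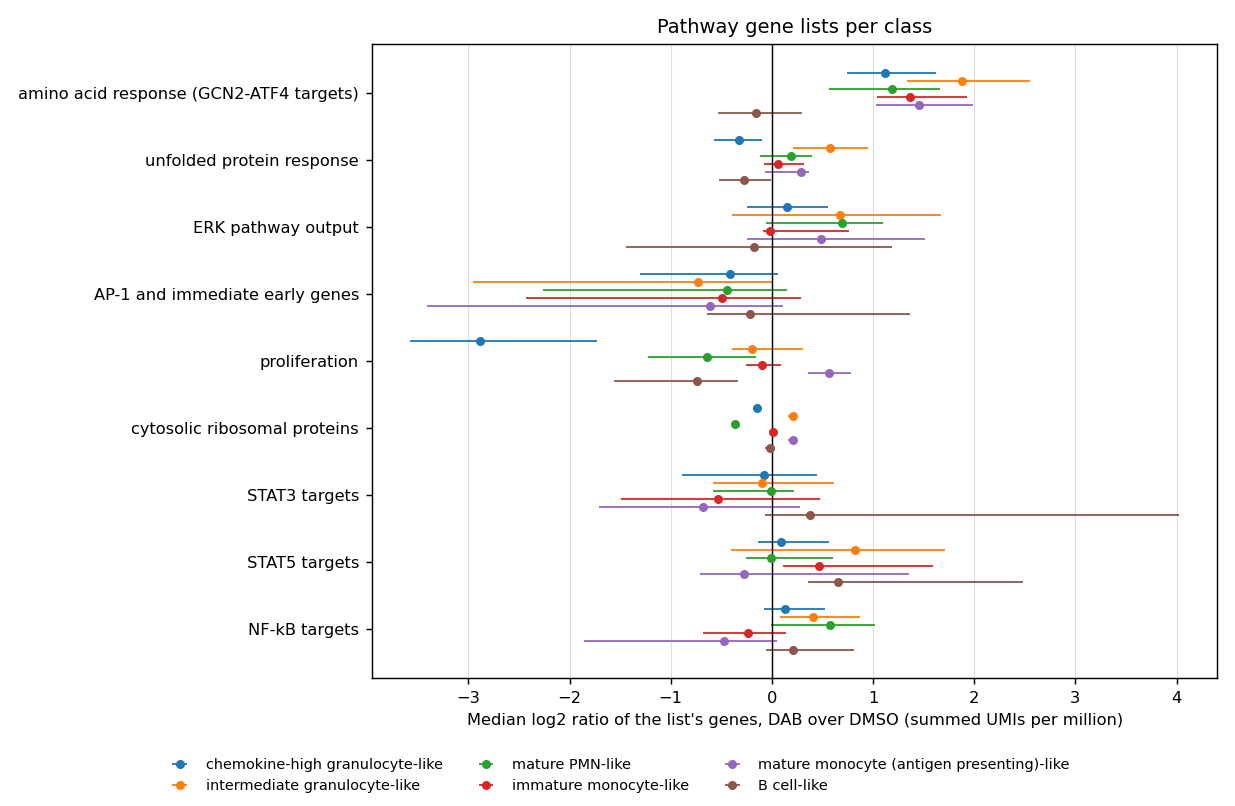
Median log2 ratio (DAB over DMSO) of each pathway gene list, with its 95% order-statistic interval, for 5 classes of MDSCs and for B cell-like cells in color. The amino acid response list lies to the right of 0 in the 5 MDSC classes, and the B cell-like point lies at -0.16.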

### MDSC Differentiation Arrest is a Result of a Combination of Cell Cycle and Myeloid Lineage Alteration

We identified the stage at which dabrafenib induced developmental arrest by evaluating the variation in cell frequency for each cluster. The relative frequency of cells in dabrafenib versus DMSO samples was calculated per each individual cluster using Pearson *χ*^2^ test where standardized residuals indicated deviation away from the null assumption of equal proportions and values greater than ±3 indicated a substantial difference (Fig. 6A). 

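Among the intermediate granulocyte-like and mature PMN-like clusters, 2 fell in share by more than 3 standardized residuals, a measure that takes cells as independent. Cluster E, intermediate granulocyte-like, held 10.1% of DMSO and 2.26% of DAB cells, a standardized residual of -23.2. Cluster B, mature PMN-like, held 1052 DMSO cells (11.6%) and 817 DAB cells (7.80%), a residual of -9.11. The other intermediate granulocyte-like cluster, O, rose from 1.26% to 3.98% (11.6). Together the class went from 11.4% (10.7 to 12.1) to 6.24% (5.79 to 6.72), a log2 ratio of -0.87 (-1.01 to -0.73). In the second clustering it went from 25.7% to 14.3%, a log2 ratio of -0.84 (-0.94 to -0.75). That class is wider: 1010 DMSO and 519 DAB cells of it bore the name in the first clustering, and 1247 and 820 were unnamed there. Its clusters there had residuals of -6.92 and -22.2, while none of the 3 mature PMN-like clusters fell. A fall of cluster B is therefore not read. Of the alternatives, leaving doublets in moved the class most, to -0.72.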

Using this approach, we identified three intermediate clusters (cluster 4, 8, 9) and one mature PMN cluster (cluster 1) significantly reduced by dabrafenib (Fig. 6B). Interestingly, the second most affected cluster was classified as immature monocytes (cluster 2) suggesting that monocyte subset differentiation is also compromised by dabrafenib (Fig. 6B). Likewise, dabrafenib exposure was also associated with accumulation of mature PMN clusters 5, 11, 13 (Fig. 6B). This indicates that dabrafenib primarily impacts the maturation state of PMN-MDSCs, reducing developmental intermediate populations in favor of more mature neutrophil populations.

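Cluster A, immature monocyte-like, held 1362 DMSO cells (15.1%, 14.3 to 15.8) and 863 DAB cells (8.24%, 7.72 to 8.78), a standardized residual of -15.0 and a log2 ratio of shares of -0.87 (-0.997 to -0.75). Clusters E and J (-18.8) fell more. Cluster J was unnamed and led by Chil3 and Car4, with 8.54% of DMSO and 2.49% of DAB cells. Both genes are lower in DAB in most clusters, so the fall of J may follow from the genes that formed it. The second clustering named no immature monocyte class, so a direction for it is not read. Of its 3 unnamed clusters nearest to immature monocyte markers, those led by Mmp12 went from 5.51% to 2.47% (residual -11.0) and from 3.70% to 4.00% (1.09). The cluster led by Spp1 went from 1.90% to 2.97% (4.77). Without alignment of the libraries, the alternative that moved the class most, its log2 ratio was -5.20.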

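The mature PMN-like clusters H and V held larger shares of the DAB library. Cluster H went from 236 cells (2.61%) to 850 cells (8.11%), a standardized residual of 16.7, and cluster V from 14 cells (0.155%) to 197 cells (1.88%), a residual of 11.6. DAB cells made up 93.4% of cluster V. The largest mature PMN-like cluster, B, fell from 1052 cells (11.6%) to 817 cells (7.80%). In the second clustering the mature PMN-like clusters had residuals of 2.71, 14.0 and 13.6.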

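Over its 3 clusters the mature PMN-like class went from 14.4% of DMSO cells (13.7 to 15.2) to 17.8% of DAB cells (17.1 to 18.5), a log2 ratio of 0.30 (0.20 to 0.41). In the second clustering it went from 11.7% (11.0 to 12.3) to 19.5% (18.7 to 20.2), a log2 ratio of 0.74 (0.63 to 0.85). Without alignment of the libraries it was 0.82. The rise depends on which clusters bear the name. Of the unnamed clusters, C (11.3% to 7.54%) and J were nearest to mature PMN markers, and both fell. C had 4 of the 9 markers raised and J had 1. With every cluster given its nearest class, mature PMN-like cells went from 34.2% to 27.8%, a log2 ratio of -0.30 (-0.37 to -0.23). In the second clustering they went from 30.6% to 28.9% (-0.084, -0.16 to -0.0095). The 2 unnamed clusters added there each had 0 of 7 detected markers raised, so their nearest class is a weak label. The rise depends on the naming rule and the reversal on weakly labelled clusters. No direction is therefore read for mature PMN-like cells as a whole. Shares sum to 100%, so a rise of 1 class lowers the others, and the shares do not show numbers of cells per culture. From the clusters that fell and the clusters that accumulated (Fig. 6B), the paper concludes that DAB acts mainly on the maturation state of PMN-MDSCs, with fewer developmental intermediates and more mature neutrophils.

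**Figure D2:**
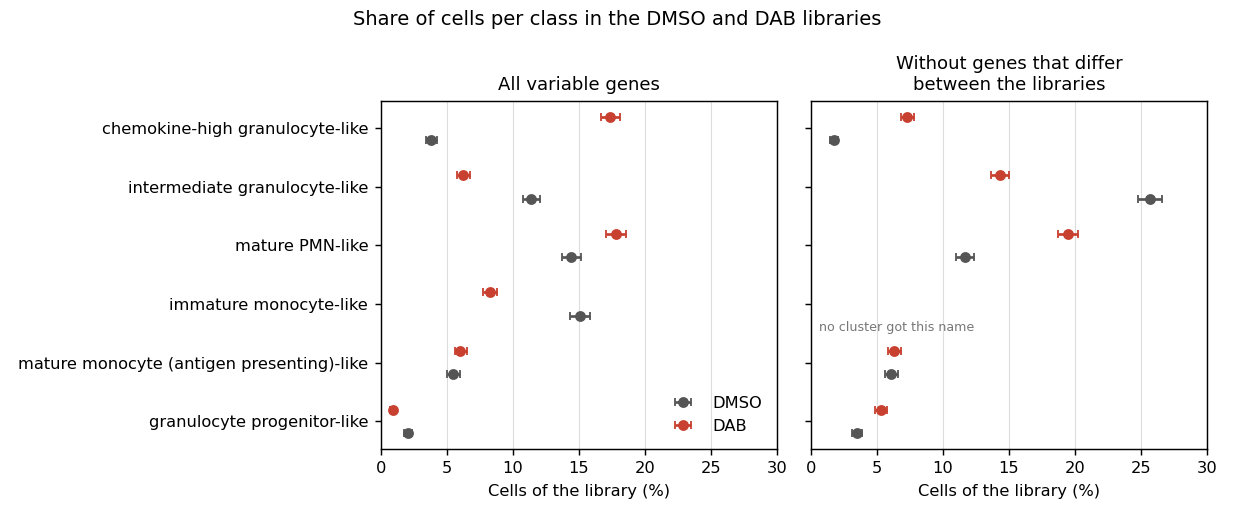
Share of the cells of each library (%) per class, in the first clustering (left) and in the clustering without genes that differ between the libraries (right). Points are shares and bars exact 95% intervals for counting error, with 1 library per condition. Intermediate granulocyte-like cells are fewer with DAB in both panels. Mature PMN-like cells are shown for the named clusters only.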

**FIGURE 6:**
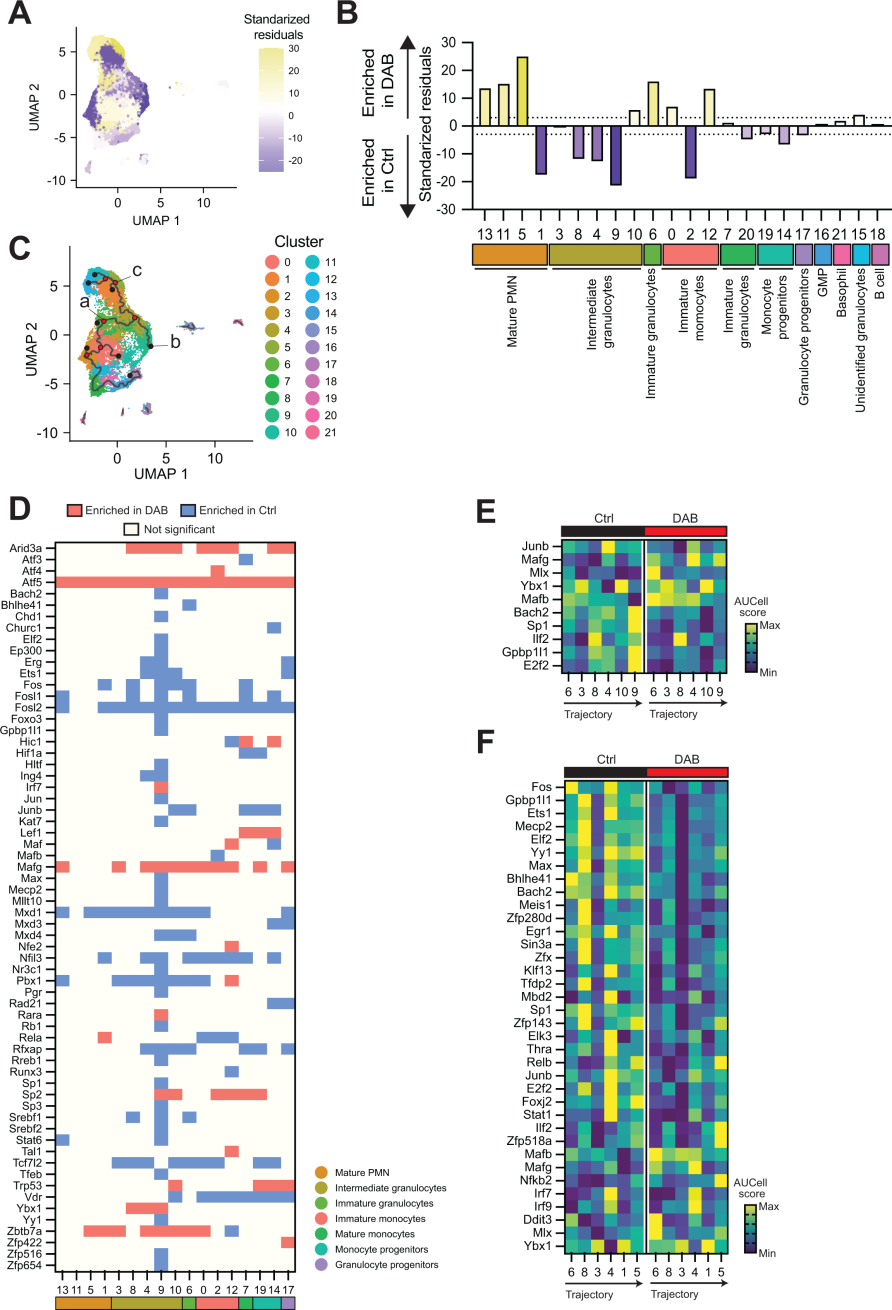
MDSC differentiation arrest is a result of a combination of cell cycle and myeloid lineage alteration. **A** and **B,** Relative frequency of cells in each Seurat cluster from scRNA-seq data of MDSCs ± 1.5 µmol/L DAB. Relative levels were calculated on the basis of the standardized residuals from using Pearson *χ*^2^ overlaid on the UMAP plot of integrated samples (**A**) and grouped by functional annotation (**B**). Positive standardized residuals (yellow) for each cluster indicates increased frequency in the DAB-treated sample whereas a negative number (purple) indicates increased frequency in the DMSO control sample. A dotted line indicates standardized residual values of ±3. **C,** UMAP plot of the integrated scRNA-seq data from MDSCs ± 1.5 µmol/L DAB, showing the trajectory branches calculated by Monocle3 and represented over the 22 clusters defined by Seurat. Most relevant nodes at the end of the branches (black dots) and at intersections (red dots) are shown. Nodes used as starting (a) or end (b and c) points for regulon analysis across the branch are labeled. **D,** Heat map of the regulons significantly regulated by DAB calculated on AUCell (*q* < 0.01, |log_2_FC| >0.01) for each Seurat cluster. Color represents regulons significantly enriched in cells treated with DAB (red), those enriched in control samples (blue) and the ones that do not show significant changes (light yellow). **E,** Heat map of the regulons significantly regulated during differentiation in the direction from node a to node b in C, which spans from cluster 6 (immature granulocytes) to cluster 9 (intermediate granulocytes) in DMSO control cell cultures. Scale represents z-score of the normalized average AUCell score per regulon. **F,** Heat map of the regulons significantly regulated during differentiation in the direction from node a to node c in C, which spans from cluster 6 (immature granulocytes) to cluster 5 (mature PMN) in DMSO control cell cultures. Scale represents z-score of the normalized average AUCell score per regulon. DAB = dabrafenib.

In contrast, PMN cluster 6 and monocytic cluster 12 were the only immature populations enriched by dabrafenib treatment (Fig. 6B), suggesting they may represent transitional maturation stages where development is arrested influencing overall changes in cellular composition. To test this hypothesis, we performed trajectory analysis in the control DMSO sample which confirmed that cluster 6 is an early-stage founding node for PMN lineage differentiation (Fig. 6C). 

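The chemokine-high granulocyte-like clusters rose from 2.23% to 8.60% (cluster G, standardized residual 19.2) and from 1.58% to 8.76% (cluster I, 22.0). As a class they went from 3.81% of DMSO cells (3.42 to 4.22) to 17.4% of DAB cells (16.6 to 18.1), a log2 ratio of 2.19 (2.02 to 2.36). The second clustering gave 1.72% and 7.26% for the class, a log2 ratio of 2.08 (1.83 to 2.34). That class is narrower: 115 DMSO and 640 DAB cells of the first class bore the name there, and 142 and 755 were unnamed. Cluster N, unnamed, was led by Il2ra, Cd200r3, Cpa3, Hdc and Gata2 and went from 145 DMSO cells (1.61%) to 486 DAB cells (4.64%), a residual of 11.9. A cluster led by Cpa3, Il2ra and Cd200r3 in the second clustering went from 0.786% to 3.81%. Other unnamed clusters also rose, among them M (0.764% to 5.43%, led by Stfa genes), S (0.631% to 2.25%) and L (2.96% to 4.18%). The genes leading M, among them Stfa1, Stfa2 and Stfa3, are higher in DAB in most clusters and were left out of the second clustering. The rise of M may follow from the genes that formed it and is not read. Granulocyte progenitor markers were the nearest class of cluster L, and cycling monocyte progenitor markers that of cluster M.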

One branch followed the path toward more differentiated PMN stages while cluster 4 appeared to be a divergent node for an intermediate phenotype (cluster 9) or more mature stages (cluster 1, 5, 11, 13; Fig. 6C). 

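Monocle3 was not run. Instead, the number of links between clusters in the neighbour graph of the DMSO library (20 neighbours per cell) was divided by the number expected from each cluster's links. It shows which clusters adjoin and gives no direction of differentiation. The intervals given with it take links as independent counts. Each cell has 20 neighbours, so its links go together and the intervals are too narrow. The pairs given were chosen after the links were seen, as the strongest link of each chemokine-high granulocyte-like cluster to each group of classes. The chemokine-high clusters G and I, with 201 and 143 DMSO cells, had 4.36 times the expected links to each other (3.95 to 4.79). Cluster G had 1.07 times the expected links to the mature PMN-like cluster B (1.01 to 1.14), which became 0.977 with 10 neighbours. Links of cluster I were below expectation to the mature PMN-like cluster H (0.223) and to the intermediate granulocyte-like cluster O (0.570, 0.379 to 0.824). Between G and the intermediate granulocyte-like clusters E and O there were 0 links, where 776 and 83.1 were expected.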

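On the monocytic side, cluster I had 0.630 times the expected links to the immature monocyte-like cluster A (0.572 to 0.692) and cluster G had 0.168 times (0.146 to 0.194). To the granulocyte progenitor-like cluster T, cluster I had 1.14 times the expected links (0.922 to 1.39) and cluster G 0.390 times. Of the chemokine-high clusters, I was thus nearer to monocytic and progenitor cells in DMSO and G was not. With 10 and 30 neighbours the ratio of I to T was 0.858 and 1.17, so whether it exceeds expectation depends on this number.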

The other branch connected to monocytic clusters and continued to progenitor clusters reinforcing the concept that such granulocytes derived from monocytic lineage cells. Taken together with the flow cytometry data, trajectory analysis suggests dabrafenib impacted MDSC differentiation at two stages: (i) dabrafenib impedes the transition from monocyte-to-PMN in cluster 12; and (ii) dabrafenib blocks early PMN differentiation from cluster 6 to more mature differentiation states.

To test this prediction, we performed downstream regulon analysis using the SCENIC package and calculated the AUCell enrichment scores for comparison between the treatment groups, focusing on the main group of clusters that showed interconnected trajectory branches. Like pathway analysis, we observed a generalized regulation of predicted transcription factor activity (*q* < 0.01, |log_2_FC| >0.01). Dabrafenib induced enrichment of *Atf5*, *Mafg,* and *Zbtb7a* regulons in the majority cell clusters (Fig. 6D; Supplementary Fig. S4A). 

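SCENIC regulons were not scored, and the mRNA of each factor is given in their place, which is not regulon activity. Atf5 (ENSMUSG00000038539, chromosome 7 from 44812256 to 44816658) rose from 22.6 CPM in DMSO (21.6 to 23.6) to 154 in DAB (151 to 156), a log2 ratio of 2.76 (2.70 to 2.83). The alternative that moved it most gave 3.03. Its interval lay above 0 in 17 of 18 clusters, and in the other, the B cell-like cluster, Atf5 stood at 14.9 and 19.2 (log2 ratio 0.36, -0.80 to 1.62). In the intermediate granulocyte-like clusters its log2 ratio was 3.70 (3.38 to 4.03) in E and 3.31 (2.71 to 3.99) in O. Mafg (ENSMUSG00000051510, chromosome 11 from 120625117 to 120633600) went from 65.0 to 80.7 CPM over all cells, a log2 ratio of 0.31, and its interval lay above 0 in 10 clusters. Zbtb7a (ENSMUSG00000035011, chromosome 10 from 81135220 to 81152995) went from 67.3 to 79.0, a log2 ratio of 0.23, with an interval above 0 in 7 clusters. Over all cells both are under the size from which a direction is read.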

*Atf5* is directly regulated by GCN2 activation (34), and its enrichment in all clusters supports the prediction of broad, dabrafenib mediated, GCN2 induction. *Zbtb7a* regulates hematopoietic development and glycolysis, thus its activation is likely to have a significant impact on cellular metabolism and development (35, 36). Likewise, the Maf transcription factor family impacts myeloid cellular identity and maturation (37), and *MAFG* expression is most abundant in intermediate neutrophil precursors with significant downregulation in mature PMNs as they exit the bone marrow (38). 

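The mRNA of Mxd1 (ENSMUSG00000001156, chromosome 6 from 86647042 to 86669161) fell from 132 CPM in DMSO to 51.3 in DAB, a log2 ratio of -1.37 (-1.41 to -1.33). Its interval lay below 0 in 16 of 18 clusters, apart from the B cell-like and activated dendritic cell-like clusters. It was -1.24 and -0.96 in the mature PMN-like clusters B and H, -0.99 and -1.26 in the intermediate clusters E and O, -1.71 and -1.49 in the chemokine-high clusters G and I, and -2.31 in mature monocyte-like cells. Tcf7l2 (ENSMUSG00000024985, chromosome 19 from 55741820 to 55933654) fell from 38.8 to 16.2 CPM, a log2 ratio of -1.26 (-1.34 to -1.19), with the interval below 0 in 12 clusters, and -0.93 in the alternative that moved it most. In the intermediate granulocyte-like clusters Tcf7l2 had 0.027 (-0.46 to 0.50) in E and -0.81 (-1.38 to -0.21) in O. Fosl2 (ENSMUSG00000029135, chromosome 5 from 32135801 to 32157842) fell from 79.0 to 53.7, a log2 ratio of -0.56 (-0.60 to -0.51), which was -0.42 in the alternative that moved it most and is then under the size read.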

*Mxd1*, *Tcf7l2,* and *Fosl2* regulons were enriched in control samples suggesting dabrafenib inhibited their activity. Importantly, decreased enrichment of the *Mxd1* regulon was found in PMN clusters preferentially in dabrafenib treatment conditions (Fig. 6D; Supplementary Fig. S4A). *Mdx1* codes for MAD1, a negative regulator of MYC and downstream ribosome biogenesis (39). Moreover, MAD1 binds DNA complexes during PMN differentiation (40, 41) and influences fitness and maturation of conventional DCs (42). Thus, a loss of the *Mdx1* regulon may be associated with reduced ribosomal fitness and differentiation potential, which would be in line with our observations.

Focusing on cluster 12 (immature myeloid), which represented a key point of cell accumulation, we identified four regulons that were exclusively regulated by dabrafenib in this monocytic cluster. 

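In cluster N, the unnamed cluster led by Il2ra and Cd200r3, Nfe2 mRNA (ENSMUSG00000058794, chromosome 15 from 103248212 to 103258403) rose from 34.8 to 63.0 CPM, a log2 ratio of 0.86 (0.54 to 1.18). Tal1 (ENSMUSG00000028717) stood at 5.61 and 9.01 CPM there, a log2 ratio of 0.68 (-0.11 to 1.57), which was not detectable as a difference at this depth. Over all cells Tal1 had 319 DMSO and 938 DAB UMIs, a log2 ratio of 0.96 (0.77 to 1.14). Runx3 (ENSMUSG00000070691, chromosome 4 from 135120652 to 135177990) stood at 109 and 80.8 CPM in cluster N, a log2 ratio of -0.44 (-0.63 to -0.24), under the size from which a direction is read. Over all cells Nfe2 had 0.11 and Runx3 0.01. Whether cluster N differs from the other clusters in these genes was not tested. Cluster N lay nearest to basophils or mast cells and cannot be matched to the paper's monocytic cluster 12. Its values therefore neither back nor contradict the regulons reported for that cluster.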

Cluster 12 showed enriched *Nfe2* and *Tal1* regulons after dabrafenib treatment with decreasing *Runx3* regulon activity (Fig. 6D; Supplementary Fig. s4B). TAL1 is a cell cycle activator in myeloid cells that inhibits expression of p21 and p16 (43) while RUNX3 is required for development and anti-inflammatory functions of mononuclear cells (44) providing a transcriptional basis for increased accumulation of cluster 12 (Fig. 6B) and reduced overall T-cell suppressive activity after dabrafenib exposure (Fig. 1A). In addition, we observed that PMN cluster 9 exhibited the highest number of downregulated transcriptional circuits with reduced enrichment of 36/44 regulons (Fig. 6D), paralleling the significant decrease in cluster abundance after dabrafenib treatment (Fig. 6B) suggesting these regulons are key drivers of PMN-MDSC development and function.

To better understand the influence of transcription factors programs on MDSC development ± dabrafenib, we calculated regulon enrichment in the trajectory branches identified. Because loss of PMN-MDSCs was the main effect of dabrafenib exposure, we focused on the importance of cluster 6 as the nascent population for developmentally intermediate PMN (cluster 9) and mature PMN-MDSCs (cluster 5). The trajectory analysis through cluster 6 to cluster 9 revealed *Bach2*, *Gpbp1l1,* and *E2f2* are regulons that are progressively activated in the developmental trajectory to intermediate PMNs (Fig. 6E). Those regulons were among the 22 regulons specifically modulated by dabrafenib in cluster 9 (Fig. 6D) suggesting their activation was necessary to differentiate to an intermediate PMN phenotype. 

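In intermediate granulocyte-like cells Gpbp1l1 (ENSMUSG00000034042, chromosome 4 from 116557658 to 116593882) fell from 54.1 to 29.0 CPM, a log2 ratio of -0.90 (-1.14 to -0.66). Within its clusters it was -0.91 (-1.25 to -0.58) in E and -0.14 (-0.78 to 0.56) in O. E2f2 (ENSMUSG00000018983, chromosome 4 from 136172394 to 136196057) went from 38.4 to 27.1 in the class but had 0.018 (-0.29 to 0.32) in E and 0.24 (-0.69 to 1.30) in O. The class value therefore follows the mix of these clusters, and no fall is read. Bach2 (ENSMUSG00000040270) had 1 UMI in DMSO and 5 in DAB in these cells, too few to read (log2 ratio 2.38, -0.78 to 7.94). Its RNA came mostly from B cell-like cells, at 310.4 and 488 CPM. In chemokine-high granulocyte-like cells of DMSO, Gpbp1l1 stood at 50.7 CPM (41.5 to 61.3) and E2f2 at 11.0 (6.97 to 16.5). E2f2 mRNA was thus higher in the intermediate class, and for Gpbp1l1 the intervals of the classes overlap.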

*Rb1* is a regulator of PMN differentiation in a recently characterized monocytic progenitor subtype of committed neutrophil precursors (45). We identified *Rb1* regulon as significantly modulated by dabrafenib in cluster 9 (Fig. 6D) but was not identified in the cluster 6 to cluster 9 trajectory branch (Supplementary Fig. S4C) suggesting that differential retinoblastoma (Rb) was not driving PMN maturation in our samples.

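Rb1 mRNA (ENSMUSG00000022105, chromosome 14 from 73183673 to 73325822) went from 82.4 to 42.5 CPM over all cells, a log2 ratio of -0.95 (-1.004 to -0.91). Its interval lay below 0 in 18 of 18 clusters, the B cell-like cluster included (-0.79, -1.30 to -0.28), so the lower level was not limited to intermediate granulocytes. In the intermediate granulocyte-like clusters it was -1.16 (-1.45 to -0.87) in E and -0.55 (-1.003 to -0.08) in O. In DMSO, Rb1 stood at 114 CPM in chemokine-high granulocyte-like cells (100.2 to 130) and at 83.1 in intermediate granulocyte-like cells (76.9 to 89.8).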

We identified 36 regulons that were differentially regulated along the cluster 6 to cluster 5 trajectory branch in control cultures (Fig. 6F). Dynamic upregulation of their activity occurred during maturation progression and dabrafenib showed a broad inhibitory effect on regulon activity in general (Fig. 6F). In contrast, the regulon controlled by MAFG was increased by dabrafenib in this differentiation branch. The *Mafg* regulon showed relatively low enrichment in intermediate PMN clusters in controls; however, in dabrafenib-treated cells, the *Mafg* regulon was significantly enriched (Fig. 6E and F). This suggests precise regulation of *Mafg* is essential for control of PMN-MDSC.

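In intermediate granulocyte-like cells Mafg mRNA stood at 102 CPM in DMSO (94.9 to 109) and 111 in DAB (103 to 119), a log2 ratio of 0.12 (-0.02 to 0.26), within counting error. Chemokine-high granulocyte-like cells had 74.1 and 111, a log2 ratio of 0.59 (0.35 to 0.84), and mature PMN-like cells 81.6 and 105, a log2 ratio of 0.37. In DMSO the Mafg mRNA level of the intermediate class was the highest of the 5 classes with at least 200 cells per library. The Mafg regulon is scored from target genes and was not measured here.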

We have shown that GCN2 activity can alter MDSC metabolism, impacting MDSC function. Because several of the regulons identified can modulate metabolism and cellular energetics, we asked whether dabrafenib alters MDSC metabolism by GCN2 activation. First, we examined expression of metabolism-associated genes in the MDSC single-cell sequencing dataset, using a gene set we had previously identified as differentially expressed GCN2-deficient tumor macrophages and MDSC (5). 

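Cox6a2 (ENSMUSG00000030785, chromosome 7 from 128205435 to 128206387) encodes a subunit of cytochrome c oxidase. It rose from 7.76 CPM in DMSO (7.20 to 8.35) to 111 in DAB (109 to 112), a log2 ratio of 3.83 (3.73 to 3.94), and stayed between 3.78 and 3.85 under the alternatives. The interval of the ratio lay above 0 in 17 of 18 clusters, the mature PMN-like clusters B and H included. In the immature monocyte-like cluster A it rose from 12.4 to 119, in the mature monocyte-like cluster F from 3.51 to 164 and in the unnamed cluster L, nearest to granulocyte progenitors, from 32.4 to 322. The unnamed cluster N had a log2 ratio of 2.98 (2.39 to 3.63). B cell-like cells carried 17.9 CPM in DMSO (9.25 to 31.3) and 47.9 in DAB (35.6 to 63.2). The mature PMN-like class stood at 3.08 and 20.5. In the intermediate granulocyte-like class there were 0 UMIs in DMSO, which allows up to 0.471 CPM, and 194 in DAB (25.8 CPM). With DAB and without thinning, Cox6a2 was found in 3.30% and 4.35% of the cells of the mature PMN-like clusters B and H, and in 18.1% and 12.5% of those of the deeper intermediate clusters E and O. After thinning these shares were 1.10% and 1.18% against 2.95% (1.20 to 5.99) and 2.17% (0.999 to 4.09), with overlapping intervals, so the contrast without thinning may follow depth. B cell-like cells therefore give no background level for this gene, and the part of free RNA in these levels was not estimated. In the chemokine-high clusters, I went from 9.30 to 69.4 and G from 26.2 to 20.2 (log2 ratio -0.37, -1.09 to 0.40).

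**Figure D3:**
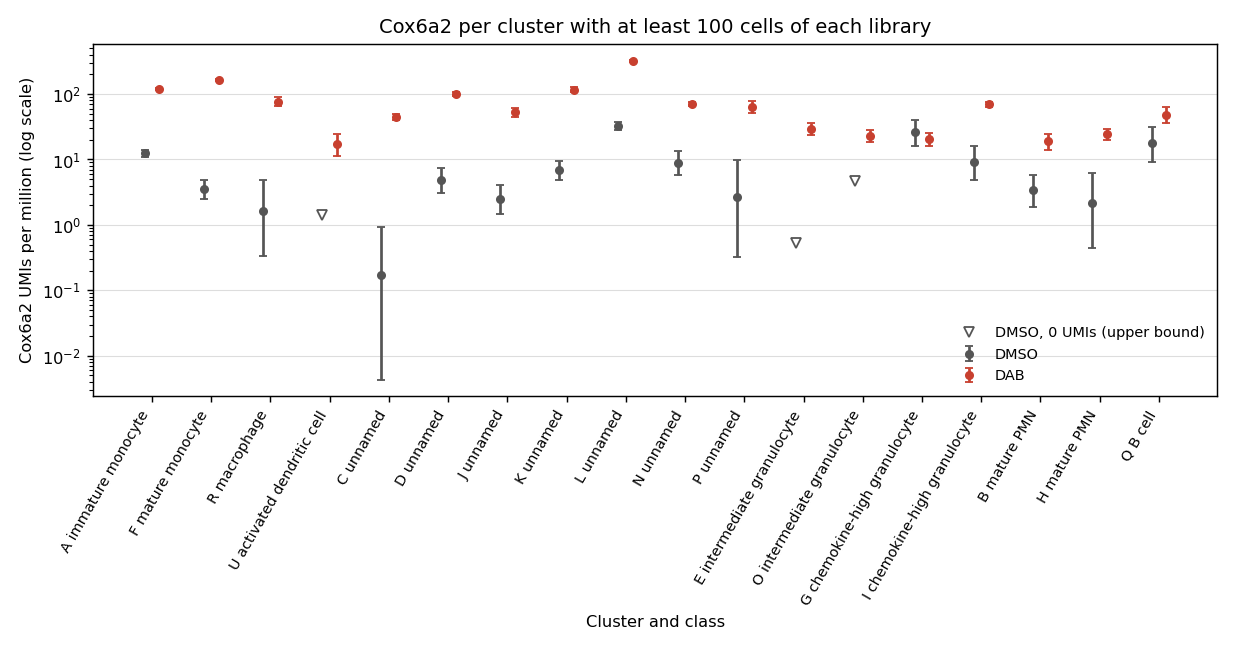
Cox6a2 CPM (log scale) in the DMSO and DAB libraries for the 18 clusters with at least 100 cells of each library, with exact 95% Poisson intervals. Triangles mark the upper bound where no UMI was counted. The B cell-like cluster Q is at the right, and cluster L has the highest DAB level, 322.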

*Cox6a2* (encoding a subunit of cytochrome C oxidase), was strongly induced by dabrafenib in monocytic and progenitor clusters; however, there was no apparent induction in the more mature PMN clusters except for the key intermediate PMN cluster 9 (Fig. 7A). 

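Pparg (ENSMUSG00000000440, chromosome 6 from 115360951 to 115490399) fell from 47.6 to 26.9 CPM, a log2 ratio of -0.82 (-0.88 to -0.76), with the interval below 0 in 14 of 18 clusters. The exceptions in direction were the mature monocyte-like cluster F, with 1.67 (1.37 to 1.98), and cluster N, with 2.02. Aldh18a1 (ENSMUSG00000025007, chromosome 19 from 40550257 to 40588463), a gene of the amino acid response list, rose from 10.5 to 33.5, a log2 ratio of 1.67 (1.57 to 1.77). Its interval lay above 0 in 16 clusters and below 0 in 2, of which the B cell-like cluster had -1.49. The log2 ratios of Slc2a1 (-0.18), Slc16a3 (0.36) and Ldha (0.07) over all cells were under the size from which a direction is read. Ldha stood at 1828 and 1919 CPM. A list of 16 glycolysis genes, without Slc2a1, Slc16a3 and Ldha, had a median of -0.02 (-0.49 to 0.17), at percentile 25.5 of random lists.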

Expression of genes involved in mitochondrial respiration (*Pparγ*), or glycolysis (*Aldh18a1*, *Slc2a1*, *Slc16a3*, *Ldha*) were also impacted by dabrafenib; however, the effect was less penetrant overall suggesting dabrafenib may enhance mitochondrial respiration (Fig. 7A). Oxidative respiration is one of the major endogenous sources of reactive oxygen species (ROS) and can induce ribosome stalling and GCN2 activation. We measured ROS by staining MDSCs with CellROX for 1 hour before analysis. We observed that dabrafenib increased mitochondrial and nuclear ROS (Fig. 7B). This suggested that dabrafenib increased mitochondrial respiration in MDSCs. Supporting this, mRNA measurements in bulk dabrafenib-treated MDSC cultures also demonstrated strong induction of *Cox6a2*, an effect that was completely abrogated by loss of GCN2 function (Fig. 7C). We then measured metabolic flux by seahorse, which showed that dabrafenib increased maximum oxidative respiration in the cultures 2-fold compared with controls but did not affect glycolytic flux (Fig. 7D and E). Moreover, in agreement with the mRNA analysis, loss of GCN2 function prevented dabrafenib-induced oxidative capacity increase (Fig. 7D and E). GCN2-deficient MDSCs showed a slight decrease in glycolysis overall, but glycolytic metabolic function was not impacted by dabrafenib (Fig. 7D and E). Thus, the data show that dabrafenib impacts metabolism, increasing oxidative respiration by activation of GCN2.

**FIGURE 7:**
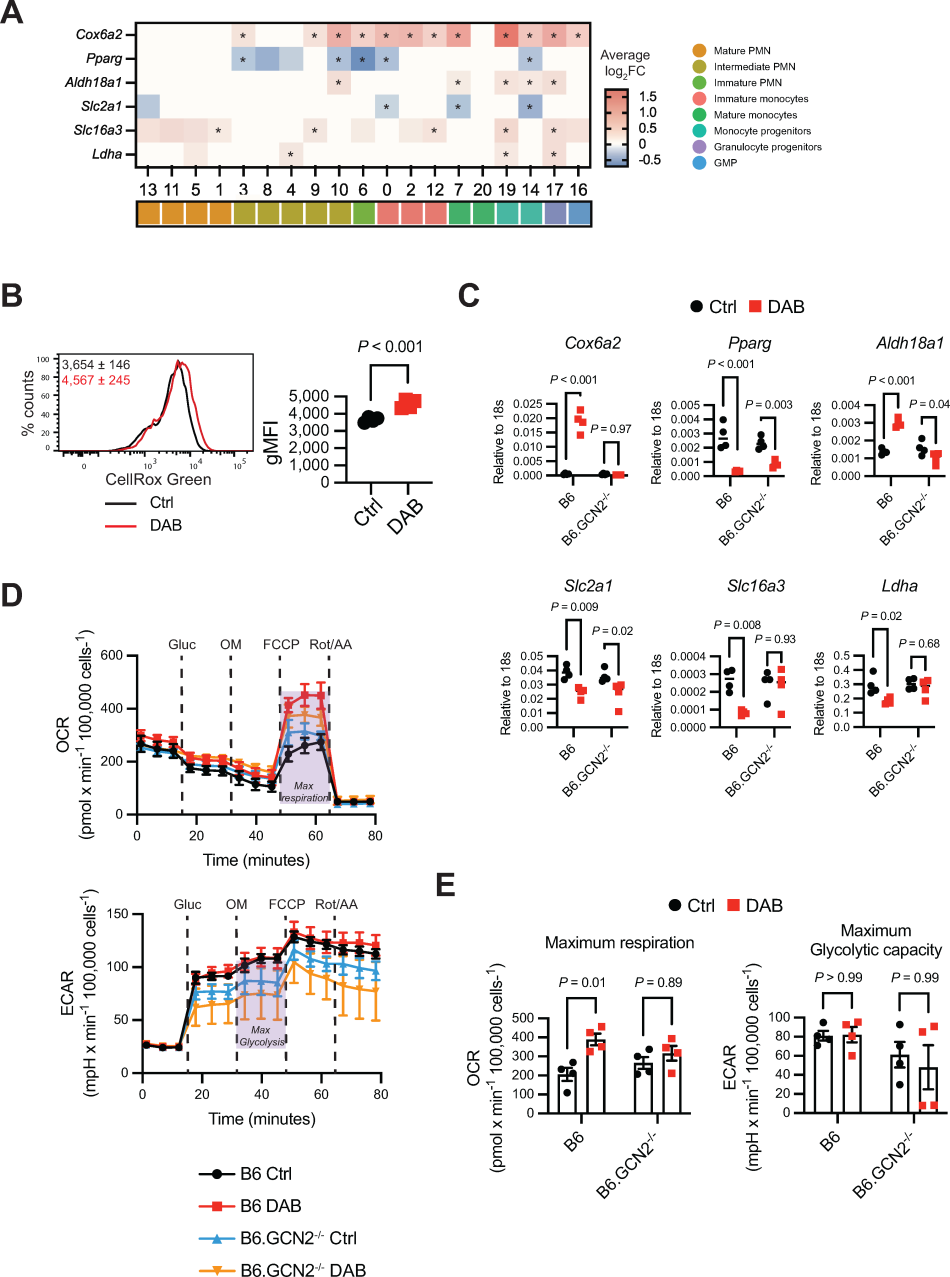
Dabrafenib increases oxidative metabolism in MDSCs. **A,** Heat map of the average log_2_FC in gene expression for the genes indicated ± 1.5 µmol/L DAB clusters identified in MDSC scRNA sequencing data described in Fig 6. Positive values indicate genes with induced expression by DAB, while negative values show genes that are downregulated by DAB. For representation, log_2_FC = 0 indicates clusters that were excluded from the analysis with *FindAllMarkers* function (gene expressed in <10% cells and/or log_2_FC ±0.25). Statistics show Wilcoxon test. * = adjusted *P*-value <0.05. **B,** Representative flow cytometry histogram of CellROX Green (ROS in mitochondria and nucleus) in wild-type MDSC generated with 1.5 µmol/L DAB (red line) or control (black line). Panels show geometric mean fluorescence intensity (gMFI) ±SD (*n* = 4). *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. Experiment was repeated three times with similar results. **C,** qPCR of genes related to oxidative respiration (*Cox6a2*), fatty acid metabolism (*Pparg*), and glycolysis (*Aldh18a1, Slc2a1, Slc16a3, Ldha*) in total wild-type and GCN2^−/−^ MDSC lysates, normalized to *18s* mRNA expression(*n* = 4). *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. Experiment was repeated three times with similar results. **D,** Quantification of oxidative respiration by OCR and glycolysis by ECAR, by Seahorse assay. Lines represent the mean ±SEM of four independent experiments. Gluc = Glucose; OM = Oligomycin; FCCP = Carbonyl cyanide-p-trifluoromethoxyphenylhydrazone; Rot/AA = Rotenone/Antimycin. **E,** Maximum respiration calculated from OCR data and maximum glycolytic capacity calculated from ECAR data. Bars represent mean ± SEM of four independent experiments. *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. DAB = dabrafenib.

### Dabrafenib Reduced MDSC Accumulation in the Tumor Microenvironment

We then tested whether dabrafenib would impact MDSC accumulation *in vivo* in the YUMM1.7 model of melanoma. YUMM1.7 possesses several of the hallmark driver mutations in melanoma including loss of *Pten* and *Cdkn2a* and the dabrafenib sensitive Braf^V600E^ mutation (46). YUMM1.7 cells were implanted in the right hind leg and on day 10, mice were allocated into the treatment groups according to their tumor volume to reduce tumor size variability between groups. Mice were then treated for 7 days with 30 mg/kg dabrafenib and analyzed by flow cytometry for MDSC composition in the bone marrow, blood, and tumor. In the bone marrow, dabrafenib treatment did not alter the number of live cells (Fig. 8A); however, MDSC numbers were reduced by 50% compared with control mice (Fig. 8B). In agreement with the *in vitro* data, 70% of the CD11b^+^MHCII^neg^ cells in the bone marrow were Ly6C^int^Ly6G^+^ PMN lineage cells (Fig. 8C and D). Although there was no reduction in m-MDSC versus PMN-MDSC populations after dabrafenib treatment [ratio PMN/m-MDSC 5.5 ± 1.7 in Ctrl and 6.0 ± 0.6 in dabrafenib (DAB); Fig. 8D], the dominance of PMN lineages in the MDSC gate (66.4% ± 5.1% and 69.6% ± 2.5% in Ctrl and DAB, respectively) suggests these cells are impacted by dabrafenib in agreement with our *in vitro* observations.

**FIGURE 8:**
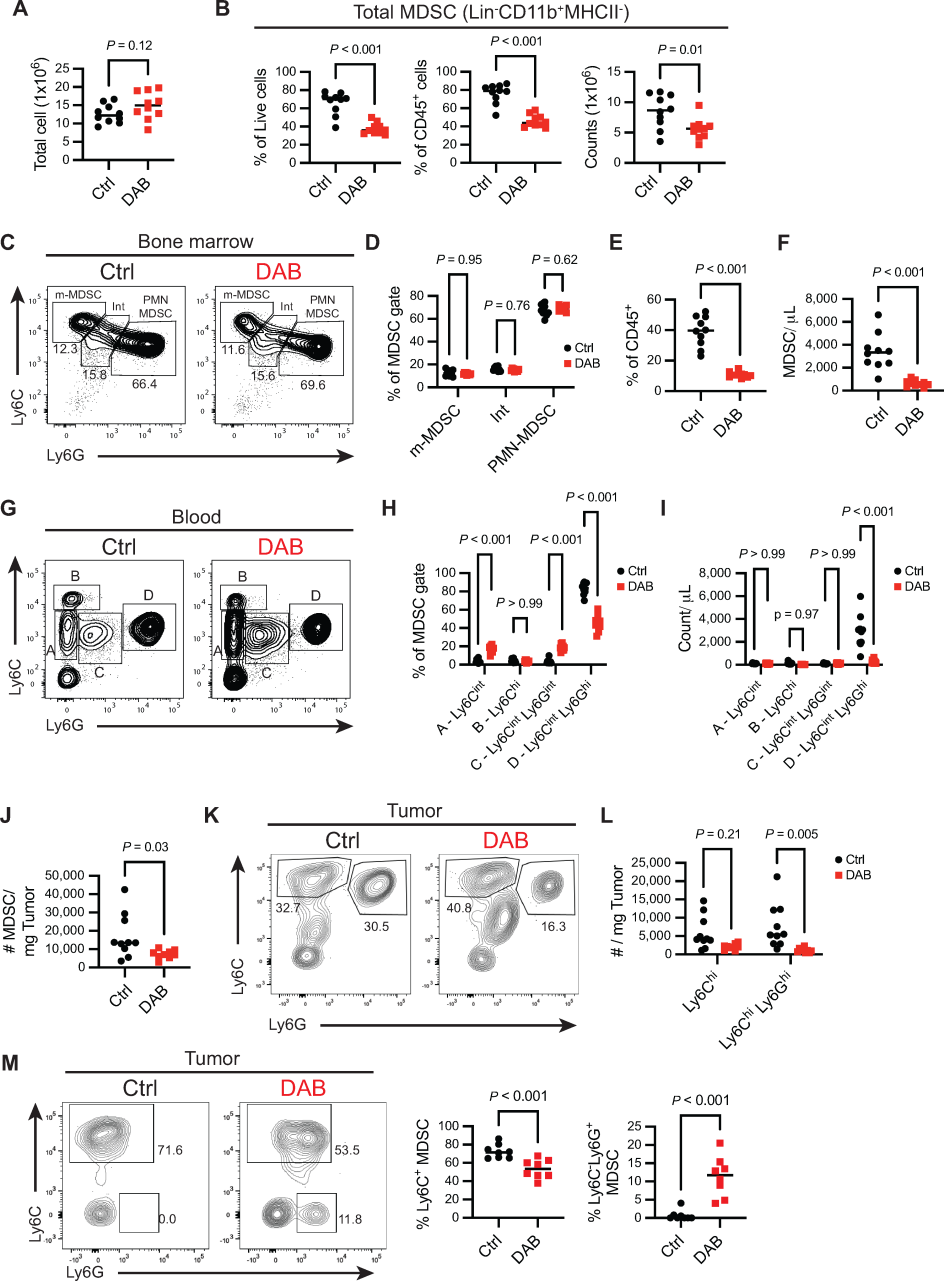
Dabrafenib reduces MDSC accumulation in the tumor microenvironment. Mice were implanted with 3 × 10^5^ YUMM1.7 cells subcutaneously in the right flank. On day 10 after tumor implantation, mice were either treated with 30 mg/kg of dabrafenib or the equivalent volume of DMSO for 7 consecutive days (*n* = 10 per group). Mice were sacrificed on day 20 after tumor implantation. **A,** Number of total live cells in bone marrow, isolated from one tibia and femur per mouse after red cells lysis. *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. **B,** Frequency of MDSCs (CD45^+^CD3^neg^CD19^neg^CD11b^+^MHCII^neg^) from total live cells (left), from immune cells (middle), and absolute counts of MDSCs (right) in bone marrow. *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. **C,** Representative contour plot of Ly6C and Ly6G expression in total MDSCs (CD45^+^CD3^neg^CD19^neg^CD11b^+^MHCII^neg^) in bone marrow. Gates show median frequency of m-MDSCs (Ly6C^+^Ly6G^neg^), PMN-MDSCs (Ly6C^+^Ly6G^+^) and cells with intermediate phenotype (Int, Ly6C^int^Ly6G^int^). **D,** Frequency of MDSCs subtypes described in C. *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. **E,** Frequency of MDSCs (CD45^+^CD3^neg^CD19^neg^CD11b^+^MHCII^neg^) from total immune cells. *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. **F,** Number of circulating MDSCs (CD45^+^CD3^neg^CD19^neg^CD11b^+^MHCII^neg^) per microliter of blood. **G,** Representative contour plot of Ly6C and Ly6G expression in total MDSCs (CD45^+^CD3^neg^CD19^neg^CD11b^+^MHCII^neg^) in blood. Gates show simplified nomenclature for all four subpopulations Ly6C^int^ (A), Ly6C^hi^ (B), Ly6C^int^Ly6G^int^ (C), and Ly6C^int^Ly6G^hi^ (D). **H,** Frequency of MDSC subtypes described in F. *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. **I,** Absolute counts of MDSC subtypes described in F and G per microliter of blood. *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. **J,** Number of intratumoral MDSCs (CD45^+^CD11b^+^MHCII^neg^) per milligram of tumor. *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. **K,** Representative contour plot of Ly6C and Ly6G expression in total intratumoral MDSCs (CD45^+^CD3^neg^CD19^neg^NK1.1^neg^CD11c^neg^CD11b^+^MHCII^neg^). Gates show median frequency of m-MDSCs (Ly6C^hi^) and PMN-MDSCs (Ly6C^hi^Ly6G^hi^). **L,** Absolute counts of MDSC subtypes described in J per milligram of tumor. *P* values were determined by two-way ANOVA with Šidák correction post-test. Significance considered *P* < 0.05. **M,** Mice were implanted with 1 × 10^6^ YUMMER cells subcutaneously in the right flank and 12 days later treated with dabrafenib as described above. Plots are representative contour plots of Ly6C and Ly6G expression in total intratumoral MDSCs (CD45^+^CD3^neg^CD19^neg^NK1.1^neg^CD11c^neg^CD11b^+^MHCII^neg^). Graphs show relative frequency of m-MDSCs (i.e., Ly6C^hi^, left graph) and more mature Ly6G^+^Ly6C^neg^ PMN cells from total MDSCs (right graph). *P* value was determined by two-tailed unpaired Student *t* test. Significance considered *P* < 0.05. All panels are representative of three independent experiments. DAB = dabrafenib.

MDSCs (CD45^+^CD3^neg^CD19^neg^CD11b^+^MHCII^neg^) were 40.7% (SD ± 11.1) of the total CD45^+^ cells in circulation (Fig. 8E) and dabrafenib treatment led to a drastic reduction in their absolute numbers (Fig. 8F). Like the bone marrow, the majority of circulating MDSCs were Ly6C^int^Ly6G^hi^ PMN lineage (83.9%, SD ± 6.6) while Ly6C^hi^Ly6G^neg^ m-MDSCs were a relatively minor fraction of the MDSC pool (4.0%, SD ± 1.9; Fig. 8G and H). Dabrafenib treatment selectively decreased PMN-MDSC percentages in the blood (Fig. 8H); which was reflected in the significant drop in absolute numbers of PMN-MDSCs per µL of blood (Fig. 8I). In the tumor microenvironment, dabrafenib treatment reduced MDSC numbers by 50% (Fig. 8J). Like the blood, PMN-MDSCs were the majority MDSC population; however, there was an enrichment for m-MDSCs which were present at numbers comparable to PMN-MDSCs (∼3,897 cell/mg tumor and 5,455 cell/mg tumor for PMN- and m-MDSCs, respectively). In tumors from dabrafenib-exposed mice, the percentage of m-MDSCs increased with a corresponding decrease in PMN-MDSCs (Fig. 8K). Absolute numbers of PMN-MDSCs per mg of tumor were reduced 5-fold by dabrafenib compared with controls while m-MDSCs showed a nonsignificant reduction in dabrafenib-treated animals (Fig. 8L)

We also tested dabrafenib in the YUMMER melanoma model. YUMMER cells are derived from YUMM1.7 cells exposed to UVB radiation resulting in 1,446 unique nonsynonymous exonic mutations (47). This model is more inflammatory compared with YUMM1.7 tumors with greater immune infiltration. In contrast to YUMM1.7 tumors, the majority of YUMMER tumor MDSCs were m-MDSC with very few Ly6G^+^ PMN-MDSC (Fig. 8M). Treatment with dabrafenib caused a significant decrease in m-MDSCs, which showed increased Ly6G expression (Fig. 8M). There was also the emergence of a Ly6G^+^Ly6C^neg^ population when mice received dabrafenib (Fig. 8M) similar to the *in vitro* data (Fig. 1K) showing dabrafenib was driving the development of a more mature PMN population in the intratumoral MDSC population. Thus, cumulatively the data in the YUMM1.7 and YUMMER models shows that dabrafenib impacts MDSC accumulation in the tumor microenvironment *in vivo* with a significant impact on PMN populations.

## Discussion

In this article, we describe an off-target effect of dabrafenib that impacts MDSC development by activation of the stress kinase GCN2, revealing developmental and transcriptional lineage relationships relevant for differentiation and function. Dabrafenib-induced GCN2 activity reduced ribosome association with transcripts and altered transcriptional programs preventing developmental transition from immature myeloid progenitors resulting in loss of PMN-MDSC differentiation and MDSC suppressive activity. Our findings are consistent with data from other groups showing cancer drives expansion of PMN-MDSCs from monocytic precursors, although we did not find that monocytic precursors expressed c-kit (CD117), suggesting in our model the monocyte PMN-MDSC precursors exist in a more mature state than the monocyte-like progenitors described by Mastio and colleagues (45). Nevertheless, our data clearly show an intimate relationship between PMN- and m-MDSCs, and highlights the functional balance between GCN2 activity, ISR signaling, and maturation of MDSC populations.

ISR signaling is critical for cells to balance demands of metabolic activity versus limitations of nutrient availability, protein translation, and mitochondrial stress (48). We have previously shown that loss of GCN2 in mature monocytic and PMN lineages alters MDSC transcriptional profiles with attenuation of immune suppressive function and increased expression of inflammatory cytokines (5). This effect was indirect, resulting from transcriptional alteration of metabolic transcriptional programming reducing oxidative respiration (5). In the current article, we found that dabrafenib significantly increased general oxidative metabolism in MDSCs with a specific increase in oxidative phosphorylation transcriptional signatures in the same immature cell populations exhibiting inhibited developmental progression. This suggests that precise metabolic regulation is required to maintain inflammatory differentiation capacity, and dabrafenib-GCN2–driven hyperactivation of oxidative metabolism dysregulates inflammation-driven myelopoiesis.

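For oxidative phosphorylation, the paper's SCPA and AUCell pathway scores were not recomputed. The direction of 78 nuclear genes and 13 mitochondrial genes of the respiratory complexes is given in their place. Over all cells the nuclear genes had a median log2 ratio of 0.01 (-0.06 to 0.07, percentile 21.2) and the mitochondrial genes 0.09 (-0.01 to 0.57, percentile 70.3). With each cell weighing the same, the alternative that moved it most, the nuclear median was 0.11. In the immature monocyte-like cluster A the nuclear median was -0.02 (-0.08 to 0.06) and in cluster N it was -0.18 (-0.25 to -0.12). In the chemokine-high granulocyte-like clusters it was 0.20 (0.14 to 0.27) in G and -0.05 (-0.12 to 0.01) in I. In the intermediate granulocyte-like clusters it was 0.21 in E, where the median of all genes was 0.16, and 0.22 (0.16 to 0.29) in O, where it was 0.01. The mitochondrial genes had medians of 0.17 in A, 0.19 in N, 0.05 in G and 0.02 in I, each with an interval that includes 0.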

The transcription regulator Rb protein restricts PMN-MDSC development, controlling relative composition of monocytic versus PMN populations. In tumor-bearing conditions, *Rb1* epigenetic silencing favors PMN-MDSC development (49) and its deletion promotes accumulation of monocytic precursors that can give rise to PMN-MDSCs (45). We observed a significant reduction of the *Rb1* regulon in a key intermediate PMN cluster (cluster 9) after dabrafenib therapy. However, the *Rb1* regulon was not identified in the cluster 6 to cluster 9 trajectory branch suggesting differential Rb activity was not driving PMN population maturation. Moreover, cluster 9 showed the most significant dabrafenib-mediated loss of regulon activity indicating that transcriptional programming is highly impacted in this cell population.

There were relatively few regulons increased by dabrafenib with the most prominent being regulons that would be predicted to impact metabolism and cell identity (*Atf5*, *Mafg*, and *Zbtb7a*). In contrast, dabrafenib downregulated a number of regulons associated with *Jun* and *Fos* transcription factors, redox responses, metabolism, and cellular differentiation. 

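Fos mRNA (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273) fell from 38.4 CPM in DMSO (37.1 to 39.6) to 7.74 in DAB (7.29 to 8.22), a log2 ratio of -2.31 (-2.41 to -2.21). Its interval lay below 0 in 16 of 18 clusters, and its range over the alternatives was -2.35 to -1.93. It was among the 10 genes with the largest fall over all cells that kept 1 direction in the large classes. A list of 10 AP-1 and immediate early genes (Fos, Fosb, Jun, Junb, Jund, Ier2, Zfp36, Dusp1, Btg2 and Klf6) had a median log2 ratio of -0.39 (-2.31 to 0.12; -0.51 to -0.25 over the alternatives), with 3 genes above 0. Its median was below that of all genes in 17 of 18 clusters. These are mRNA levels and not regulon scores.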

While we observed a general reduction of ribosome association with mRNA, we did not observe a loss of relative polysome assembly, suggesting a decrease in translation but no specific inhibition of ribosome assembly. Thus, alterations observed are likely due to GCN2-induced transcriptional programs. The *Atf5* regulon was the only regulon increased in all dabrafenib-treated cell clusters suggesting strong, generalized induction. ATF5 is a key driver of the ISR transcriptional response, impacting mTOR function and oxidative metabolism in mammalian cells (50). Importantly, ATF5 also promotes cell survival, and its downregulation is required for astrocyte differentiation from neural progenitors (51). In addition, the amino acid starvation response is enriched in hematopoietic stem cells, promoting stem cell survival, with a rapid diminution as stem cells differentiate to common myeloid progenitors and finally to mature monocytic and PMN populations (52). This correlated with reduced GCN2 expression in stem cells versus progenitor populations suggesting genetic control of GCN2 and eIF2α phosphorylation is directly associated with differentiation (52). Thus, dysregulation of GCN2 and ATF5 activity would be expected to impact differentiation programs suggesting that this feature of dabrafenib may have prominent effects on MDSC differentiation.

Congenital loss of GCN2 does not impact basal immune cell composition in the periphery, and here we show GCN2 deficiency does not affect MDSC composition ± dabrafenib. This contrasts with the ISR kinase PERK, which is required for tumor-driven myelopoiesis and MDSC development in the spleen of mice (53). Complementation studies have suggested that GCN2 and PERK serve compensatory roles in sensing cellular stress (54). Indeed, Reactome analysis of MDSCs suggested dabrafenib induced a UPR and PERK transcriptional signature suggesting increased PERK activity; however, we previously reported that in MDSCs PERK does not drive compensatory nutrient starvation responses in the absence of GCN2 function, and likewise loss of GCN2 has no impact on UPR responses in the presence or absence of PERK (5). This agrees with the data presented here showing that loss of GCN2 abrogated the effect of dabrafenib on ISR signaling and MDSC development. Thus, taken as a whole, the data suggest that the PERK and GCN2 branches of the ISR have distinct biologic roles in MDSC development and function. Our study shows a loss of suppressive activity when MDSCs develop in the presence of dabrafenib resulting from proliferative arrest and the loss of functionally competent MDSC populations. Likewise in this article, we show that when dabrafenib is added to mature MDSCs there is an effect on their ability to suppress T-cell responses. Coupled with the lack of impact on MDSC development, the data suggest that GCN2 function in the tissue microenvironment is an important factor regulating phenotype, but increased activity during development disrupts transcriptional and metabolic programs leading to attenuated development. The development of highly specific GCN2 agonists will bring more clarity to thresholds of activation necessary in each context.

In this article, we took advantage of off-target effects of dabrafenib to probe MDSC developmental relationships and function related to GCN2 activity. The data reveal novel insights regarding the relative balance of ISR signaling and MDSC development that may have therapeutic relevance. Dabrafenib therapy in BRAF-mut melanoma increases T-cell infiltration and sensitizes the tumors to immune checkpoint inhibition therapy (55, 56). However, dabrafenib does not affect human T-cell function *in vitro* suggesting alternative tumor-intrinsic or off-target effects are impacting antitumor immunity (57). Our data suggest immune-stimulating effects of dabrafenib therapy may be at least partially due to altered MDSC function, a prediction supported by the reduction of PMN-MDSCs in BRAF-mut tumor-bearing mice after dabrafenib treatment. In addition, we have shown GMCSF dependency for dabrafenib-mediated GCN2 activation effects on MDSC differentiation. Therefore, it is plausible that other myeloid cells expanded under such cytokine are also conditioned by such hyperactivation leading to a dysregulated phenotype. Human DCs are not affected by dabrafenib *in vitro* (57). In tumor-associated macrophages, GCN2 is critical to regulate immune response in the tumor microenvironment (5). It can be theorized that, similar to observations in MDSCs, dabrafenib-mediated GCN2 hyperactivation could induce more immature states of differentiation that might contribute to better antitumoral response. Ultimately, a deeper understanding regarding how tumor–stroma interactions are impacted by dabrafenib in specific and off-target mechanisms will improve clinical management of the disease. Thus, further studies will be key to determining whether other kinase inhibitors showing GCN2 off-target activation result in similar beneficial repercussions on the immune response.

## Supplementary Material

Supplementary Figure 1 Supplementary Figure 1

Supplementary Figure 2 Supplementary Figure 2

Supplementary Figure 3 Supplementary Figure 3

Supplementary Figure 4 Supplementary Figure 4

Supplementary Table s1 Supplementary Table s1

Supplementary Table s2 Supplementary Table s2

Supplementary Table s3 Supplementary Table s3

Supplementary Table s4 Supplementary Table s4

# Supplementary material for: Dabrafenib Alters MDSC Differentiation and Function by Activation of GCN2
**Source:** Cancer Res Commun. 2024 Mar 13;4(3):765–84. doi: 10.1158/2767-9764.CRC-23-0376
**Supplement:** Supplementary Figure 1

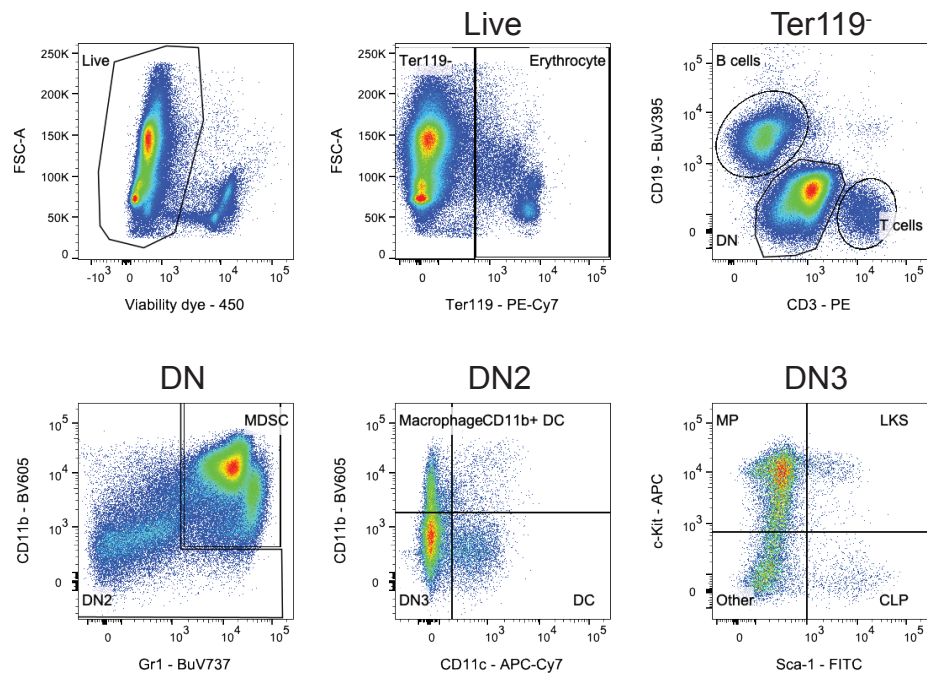

**Supplementary Figure s1.** Gating strategy used to analyze immune cell subpopulation in fresh bone marrow and MDSCs in vitro cultures.

# Supplementary material for: Dabrafenib Alters MDSC Differentiation and Function by Activation of GCN2
**Source:** Cancer Res Commun. 2024 Mar 13;4(3):765–84. doi: 10.1158/2767-9764.CRC-23-0376
**Supplement:** Supplementary Figure 3

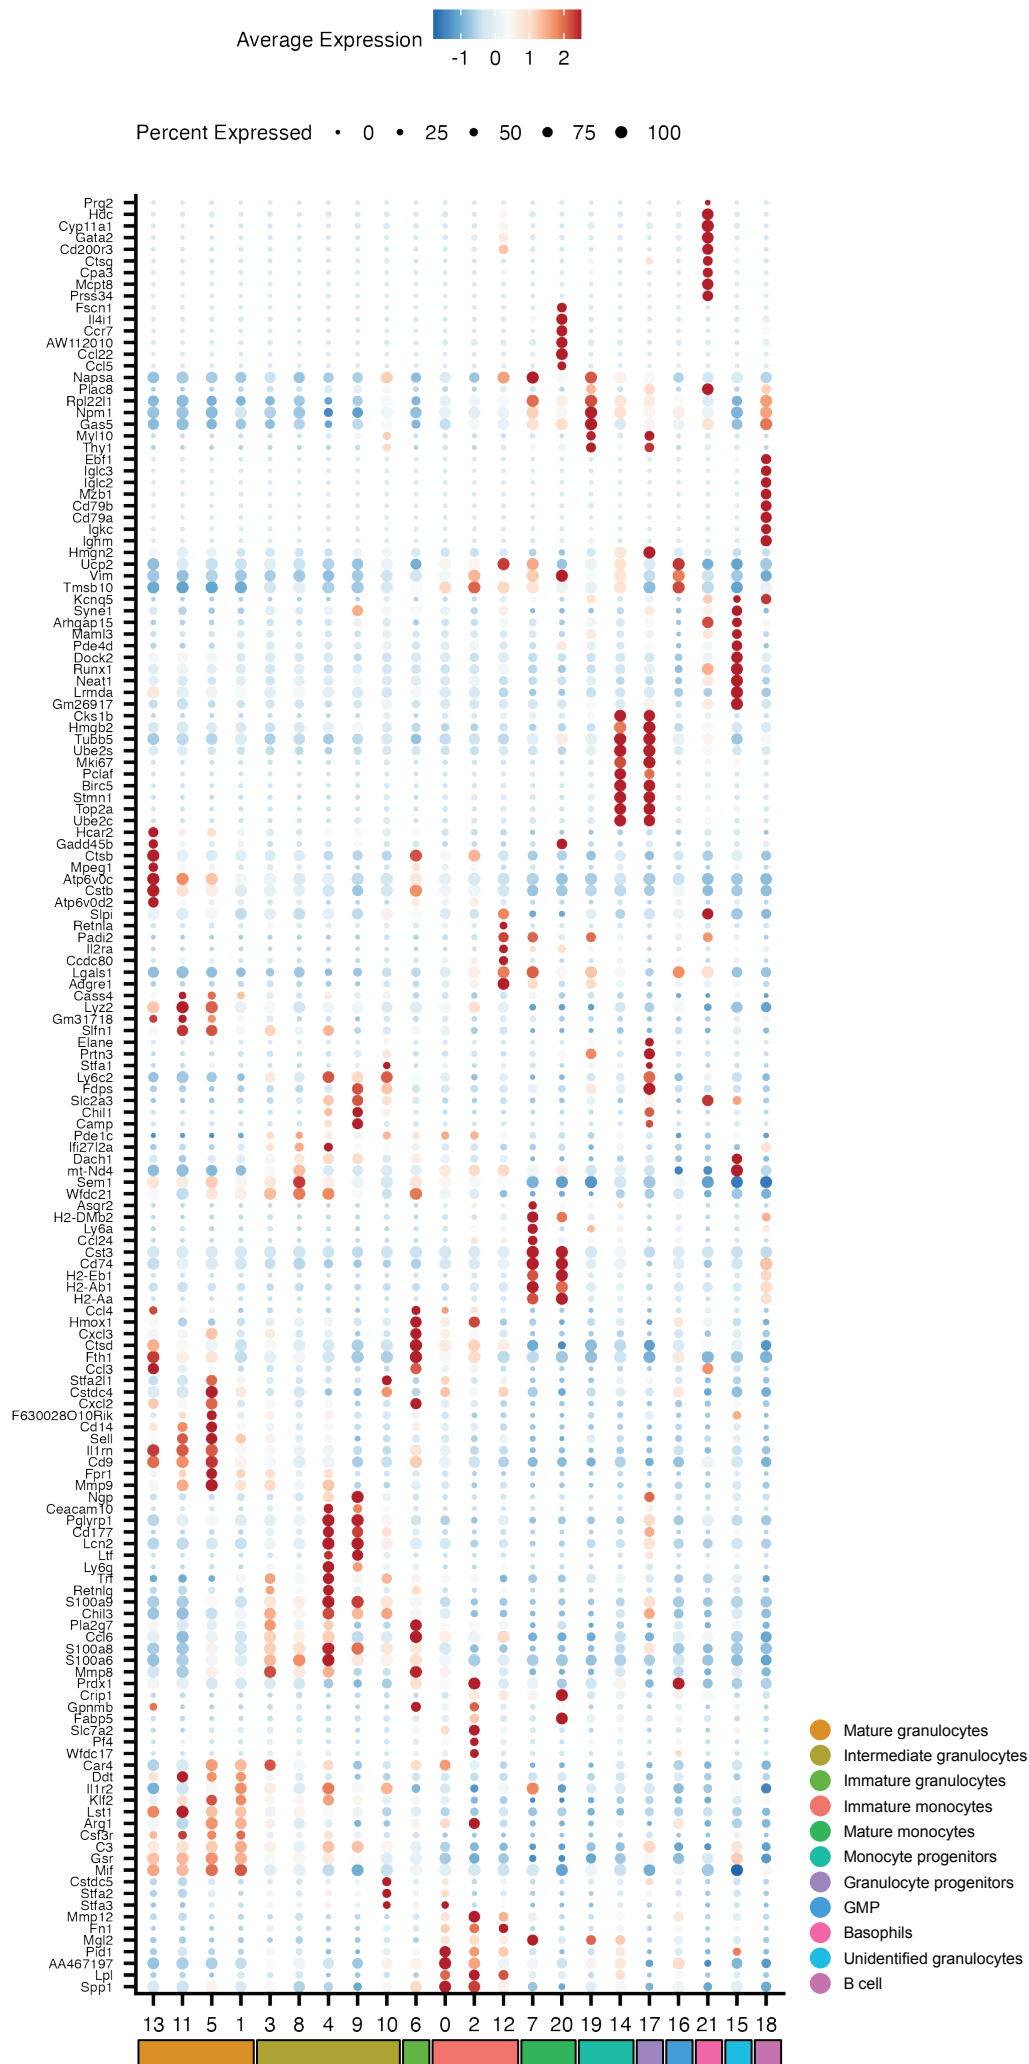

**Supplementary Figure s3.** Top marker genes used for cluster identification. Normalized expression and per cluster percentage expression of top 10 marker genes for each cell cluster for the scRNA sequencing analysis on the integrated sample including MDSCs generated  $\pm$  1.5 $\mu$ M DAB.

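The dot plot of marker genes rests on the cells of both libraries together. For each numbered cluster it lists genes with higher expression than in other clusters, and each dot combines the normalized expression of a gene with the percentage of cells of the cluster in which it was found. Genes found by comparing clusters made from the same data describe how the clusters were formed. They are not an independent measure of cell identity. A gene that differs between the DAB and DMSO libraries can also appear as a marker of a cluster filled mostly by 1 library. In the re-clustered data, 2 of the 5 chemokine-high granulocyte markers (Cxcl2 and Cxcl3) and 3 of the 10 intermediate granulocyte markers (Camp, Chil3 and Retnlg) were such genes.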

How the deposited data were processed for this re-analysis (not part of the article)

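The data were 2 single-cell RNA libraries of mouse bone marrow MDSCs, 1 treated with dabrafenib (DAB) and 1 with DMSO, from the 10x Genomics 5′ v2 chemistry. The number of mice per library is not given in the sources used here. The deposited values are counts: the authors made them with Cell Ranger 7.0.0 on the mm10 reference as raw UMI counts per gene and cell barcode, with no normalization, and as deposited every barcode holds at least 500 UMIs. The integrated object, cluster labels, regulon scores and trajectories of the paper were not used here. The other experiments of the paper (flow cytometry, qPCR, immunoblots, metabolic assays, polysome profiles) were not analysed here.

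Barcodes with more than 10% mitochondrial UMIs were left out, and a limit of 4 median absolute deviations on UMIs and genes removed none. Doublets were scored against simulated doublets (2 per barcode, 2000 variable genes, 30 principal components, 50 neighbours), and the highest scores were removed at a rate of 0.8% per 1000 cells. This left 9032 DMSO cells with 92307301 UMIs (median 7482 per cell) and 10476 DAB cells with 139891386 UMIs (median 9373.5). Pearson residuals (theta 100) of the 3000 most variable genes had S phase, G2M and mitochondrial scores regressed out and were reduced to 40 principal components. The libraries were aligned by 38863 mutual nearest neighbour pairs (k = 20), with code written for this purpose in place of Seurat, and clustered on a shared neighbour graph (k = 20) with Leiden at resolution 0.9. These steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.

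A cluster was named after the class with the highest mean log2 fold of its markers over the other clusters, with 10 CPM added to both sides. A name needed at least 3 markers, and the greater part of those detected, at a log2 fold of at least 1, and more of its own markers among the 10 leading genes than of any other class. Granulocyte names also needed S100a8 or Csf3r above the other clusters. This rule was set after the clusters had been seen. Of 16 marker lists, 12 named a cluster, and those for plasmacytoid dendritic, erythroid, early progenitor and cycling monocyte progenitor cells named none in the first clustering.

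The libraries were compared without a test, because there is 1 library per condition. Shares of cells carry exact binomial intervals and summed UMIs exact Poisson intervals at 95%, which cover counting error only. Ratios of single genes had no count added, and ratios within lists had 1 count added to each sum. The lists were amino acid response, unfolded protein response, ERK output, AP-1 and immediate early genes, proliferation, cytosolic ribosomal proteins, STAT3, STAT5 and NF-κB targets, nuclear and mitochondrial oxidative phosphorylation genes, glycolysis, primary, secondary and tertiary granule genes and monocyte lineage genes. They were written by hand before the values were seen, and a list of ribosome biogenesis genes was added after. Each list's median log2 ratio was set beside those of 10000 random lists matched in 20 bins of expression. Shares of cells with a UMI, and of cycling cells (at least 3 UMIs of the proliferation list), were taken after thinning to 1500 UMIs per cell unless stated otherwise. Links between clusters were counted in the 20-nearest-neighbour graph of the DMSO cells. Random steps used seed 1.

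The genes named in the text were set by a rule: the 43 genes that the paper's account of these data names, and the 10 with the largest log2 ratio in each direction over all cells. The latter were taken from 5886 genes with at least 20 CPM in a library, of which 2607 had 1 sign in all 5 classes with at least 200 cells of each library. Of these 20 genes, 2 were among the 43, Fos is named only in the paper's discussion, and 1 is not reported here. In simulated counts with 200 changed genes among 14875, 95.4% of the true ratios lay in their intervals and 99% of the changed genes had an interval on the true side of 0. Of 200 lists drawn with no change, 4% lay outside percentiles 2.5 to 97.5. Of 400 doublets planted in the DMSO library, 43.5% were called, with an area under the curve of 0.879.

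The alternatives were no filter on mitochondrial share, UMIs or genes (doublets still removed, which left 9078 DMSO and 10549 DAB cells), no doublet removal, no alignment of the libraries, Leiden resolutions 0.5 and 1.5, no cell cycle regression, no thinning, scaling by the median of ratios, a mean over cells, class-standardized values (each unnamed cluster taken by itself), a minimum of 200 UMIs per gene, 10 and 30 neighbours, and 1 and 5 UMIs for cycling cells. Clustering without the 226 genes that differ between the libraries, and giving every cluster its nearest class, were added after the data were seen.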

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

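Of the tests in this part, only the place of the ribosome biogenesis list was set down ahead of its result, and since the pattern had been noticed in these data it tests nothing. The tests of class mix, of cluster mix, of scaling and of a difference reaching every cell were chosen after the results were seen. None of the differences between classes was tested, since there is 1 library per condition.

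Proliferation genes moved in opposite directions in 2 classes, with a median log2 ratio of -2.88 in chemokine-high granulocyte-like cells and 0.57 in mature monocyte-like cells. The list was also lower in mature PMN-like cells, at -0.65 (-1.22 to -0.16). It was higher within the intermediate granulocyte-like clusters, at 0.62 (0.49 to 0.78) in E and 1.09 (0.38 to 1.55) in O. A different mix of clusters G and I within the chemokine-high class is excluded as the whole cause, since the list was lower within each, at -1.47 in G and -3.34 in I. A few DMSO cells may carry the fall, since 9 of 316 DMSO and 6 of 1775 DAB cells had at least 3 UMIs of the list after thinning. Without thinning the shares were 8.72% and 8.25%. Membership of the class stays open, because few DMSO cells (344) carry its name and they may include cells of another kind. Doublets that were not called also stay open, as does an effect of dabrafenib, which was not tested.

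Cytosolic ribosomal protein genes also moved apart, with a median of -0.36 in mature PMN-like cells and 0.21 in mature monocyte-like cells. The mix of clusters within the mature PMN-like class is excluded as the whole cause for its large clusters, since the list was lower in both, at -0.26 in H and -0.45 in B. Mature PMN-like cells hold few UMIs (medians of 3419 and 3541 among cells with at least 1500), so free RNA can weigh more in them. Whether free RNA differs enough between the libraries was not tested, and a biological difference also stays open.

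The unfolded protein response list was higher in intermediate granulocyte-like cells (0.57) and lower in chemokine-high granulocyte-like cells (-0.33). For the rise, a different mix of clusters E and O is excluded as the whole cause, since the list was higher within each, at 0.56 in O and 0.65 in E. For the fall, the list was -0.76 (-1.12 to -0.29) within G, which a mix of G and I cannot produce. In I it was -0.084, where the interval (-0.40 to 0.08) includes 0. For the class as a whole, an effect within cells and a mix of clusters therefore cannot be told apart. The effect of dabrafenib was not tested.

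A list of 46 ribosome biogenesis genes, a process that the paper names only as downstream of MYC and MAD1 and gives no values for, was higher in DAB. Its median log2 ratio over all cells was 0.72 (0.63 to 0.80), with 45 genes above 0. The lowest percentile among random lists over all cells and the 5 large classes was 100. The list was written after ribosome biogenesis genes had been noticed to be higher, so this place restates the observation and is no test of a higher programme. Scaling is excluded as the cause, since it would move random lists of the same expression as well, and their median was -0.0083. Free RNA or another difference that reaches every cell cannot be told apart from a higher programme. The lowest median over the large clusters was 0.069 (-0.23 to 0.31), in the activated dendritic cell-like cluster, but B cell-like cells had 0.57, as high as many myeloid clusters. The list holds none of the 226 genes that differ between the libraries, which include Nop56, Nop58 and Gar1 of this process. The comparison with B cell-like cells therefore lacks the biogenesis genes that rose at least 2-fold in most clusters. Scaling by the median of ratios and the other alternatives left the all-cell value between 0.71 and 0.77.

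Among the genes with the largest log2 ratio over all cells, 16 that the paper does not name are reported here. Higher in DAB were Cth (7.06, from 23 to 4645 UMIs), Prg2 (3.97), Avil (3.82), Cdh17 (3.44), Stc2 (3.31), Igfbp6 (3.11), Trp53i11 (3.08), Gem (3.02) and Cpa3 (2.86). Lower were Camp (-3.22), Ccl17 (-2.96), Saa3 (-2.90), Axl (-2.42), Wfdc17 (-2.34), Hp (-2.25) and Dennd2a (-2.22). For 15 of them a different mix of classes is excluded as the whole cause. With each class and each unnamed cluster given its DMSO share in both libraries they stayed beyond 1 in size, the smallest being Cpa3 at 1.80. A different mix of clusters is excluded in the same way, since with each of the 26 clusters at its DMSO share the smallest was Hp at -1.66. For Prg2 the class-standardized value fell to 0.37, and 82.6% of its DAB UMIs (8775 of 10626) came from the eosinophil-like cluster, so its rise may stem from these few cells. For the other 15, differences between the libraries other than treatment stay open, since each condition has 1 library, and dabrafenib is an untested biological explanation. Cth and Stc2 are on the amino acid response list.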

How the results depend on the processing

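Of the alternatives in this part, clustering without the genes that differ between the libraries, the nearest class for every cluster and the ribosome biogenesis list were chosen after the results were seen. The others were set before the data were examined. No paired analysis was possible because each condition has 1 library and no pairing of samples is given.

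Chemokine-high granulocyte-like cells had a larger share in DAB under all alternatives (log2 ratio 1.94 to 2.34), and intermediate granulocyte-like cells a smaller one (-0.88 to -0.72). The sizes moved beyond counting error for the former without the cell filter (1.94) and without doublet removal (1.94), and for the latter without doublet removal (-0.72). Mature PMN-like cells had a larger share where the naming rule was kept, with 0.72 without doublet removal, 0.82 without alignment, 0.16 and 0.67 at resolutions 0.5 and 1.5, 0.42 without cell cycle regression and 0.74 without the genes that differ. With every cluster given its nearest class their ratio reversed, to -0.30 in the first clustering and -0.084 in that without the genes that differ. Clusters nearest to mature PMN that the rule left unnamed fell in both. They had few mature PMN markers raised, 4 and 1 of 9 in the first clustering and 0 of 7 in the second. The reversal therefore does not show a fall of mature PMN-like cells. Mature monocyte-like cells gave 0.43 without doublet removal, 0.35 without alignment, 0.40 at resolution 1.5 and -0.040 without cell cycle regression. Immature monocyte-like cells kept a smaller share where named, with -0.65 without the cell filter, -1.001 without doublet removal, -5.20 without alignment, -0.20 at resolution 0.5 and -0.64 without cell cycle regression. Resolution 1.5 and clustering without the genes that differ named no such class, and the nearest class gave -0.24 in the latter. Each setting formed its own clusters, so the same name need not cover the same cells. Beyond this, the cause was not tested.

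Depth changed the shares of cells with a UMI by construction. Not thinned, these were 81.7% (DMSO) and 84.1% (DAB) for Itgam, 16.0% and 14.5% for H2-Aa, 44.2% and 50.5% for Ly6c2 and 22.0% and 16.1% for Ly6g, with the directions of the thinned shares. In thinned cells the log2 ratio of cycling cells was -0.11 with a minimum of 1 UMI and -0.43 (-0.59 to -0.27) with 5. Without thinning it was -0.011, so the lower share in DAB is seen only in thinned cells. The UMIs of the list, summed over all cells, were also lower in DAB, at 1112 CPM in DMSO and 987 in DAB.

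Gene lists kept their value within its interval in 492 comparisons, moved in 26 and reversed in 2. Over all cells the amino acid response stayed between 1.46 and 1.52, the unfolded protein response between 0.27 and 0.33 and ERK output between 0.22 and 0.36. With a mean over cells, the ribosomal protein median reversed to -0.033, the NF-κB median moved to 0.37 and the nuclear oxidative phosphorylation median to 0.11. Without the cell filter, the mitochondrial oxidative phosphorylation median in mature PMN-like cells reversed to -0.086. The cause was not tested. Proliferation ranged from -0.36 to 0.03, so its sign over all cells is not settled.

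Ratios of single genes stayed within their intervals in 1065 comparisons, moved in 379 and reversed in 5. The reversals were H2-Aa in chemokine-high granulocyte-like cells without the cell filter (0.42) and, without doublet removal, Ccr2 (-0.86), Mgl2 (-0.47) and Mmp12 (-0.17) in intermediate granulocyte-like cells and Cdh17 (-0.61) in mature PMN-like cells. The cause was not tested.

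Links between clusters G and I were above expectation with 10 and 30 neighbours, at 1.90 and 2.28 on the log2 scale. Those between B and G reversed to -0.033 with 10 neighbours and moved to 0.21 with 30. With 10 neighbours, links between A and I moved to -0.85 and those between I and T to -0.22. The cause was not tested.

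Depth limits the factors with few UMIs. In intermediate granulocyte-like cells Bach2 had 1 and 5 UMIs, and neither its size nor its direction can be read. Classes with few DMSO cells, such as the 344 chemokine-high granulocyte-like cells, also limit their ratios.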

Differences from the paper's values

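The paper gives approximately 10000 captured cells, against 9855 and 11631 barcodes here, and 22 clusters, against 26 here and 18 to 31 under the alternatives. Neither differs by more than 1.5 times. Apart from mature PMN, the numbers of clusters per class do. Here they come from a naming rule that left 10 clusters unnamed.

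The paper's count of intermediate PMN clusters is 5, against 2 here, and every alternative set ahead of the data differs as well, with 2 or 3. The paper's 3 immature monocyte clusters stand against 1 here and 0 or 1 under all of these alternatives, which also differ. Its 2 mature monocyte clusters stand against 1 here, and only the setting without alignment of the libraries, with 2, does not differ. Its single chemokine-expressing immature neutrophil cluster (1) stands against 2 here. Of these alternatives only resolution 0.5, with 1, does not differ, nor does clustering without the genes that differ, which was chosen after seeing the values. For mature PMN clusters the paper has 4, against 3 here, which is not a difference by this measure, although 1 at resolution 0.5 and 2 without alignment are.

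The paper reports 3 intermediate clusters reduced beyond 3 standardized residuals, against 1 here. Resolution 1.5 and leaving doublets in, with 2 each, do not differ. No cell filter, no alignment, resolution 0.5 and no cell cycle regression, with 1 each, do. Clustering without the genes that differ, chosen after seeing the values, also gave 2. Reduced mature PMN clusters were 1 in the paper and 1 here, but 0 at resolution 0.5 and 0 in the clustering without the genes that differ. Those that accumulated were 3 and 2, but 1 at resolution 0.5 and 1 without alignment.

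The paper states that oxidative phosphorylation signatures rose in the immature populations whose development was held back. Of the 3 clusters with an immature monocyte-like or chemokine-high granulocyte-like name, the median of the nuclear genes was above 0 in 1, namely G (0.20), while A had -0.02 and I -0.05. The unnamed cluster N, whose maturity is not known, had -0.18. Values that agree are those of the intermediate granulocyte-like clusters E (0.21) and O (0.22), and of the mitochondrial genes, with medians of 0.17 in A, 0.05 in G and 0.02 in I and intervals that include 0. Cox6a2, the subunit gene the paper names, rose in A (3.26) and I (2.90), and no change was detectable in G (-0.37, -1.09 to 0.40). The paper does not say which score this statement rests on. Its methods find pathways with SCPA, whose q-value has no direction, and estimate pathway activity with AUCell. The pathway gene sets of both were not used here.

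The paper calls an immature monocyte cluster the second most affected by dabrafenib in frequency, after naming clusters that fell, and does not limit the ranking to falls. Here the immature monocyte-like cluster A (residual -15.0) fell less than E (-23.2) and the unnamed cluster J (-18.8). Among clusters with a class name, only E fell more. By size of the residual in either direction, I (22.0), G (19.2), M (18.3) and H (16.7) also changed more than A. Both counts take cells as independent. Leading genes of these clusters are among those that differ between the libraries, such as Chil3 in J, Lpl in A, Camp in E, Stfa2 in M and Cxcl3 in I. The ranking may therefore follow in part from the genes that formed the clusters.

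The paper names 1 PMN and 1 monocytic cluster as the only immature populations enriched by dabrafenib. Here the chemokine-high granulocyte-like clusters G (19.2) and I (22.0) were enriched, and so were the unnamed clusters N (11.9), M (18.3), S (9.29) and L (4.57), whose maturity is not known. M was led by genes that are higher in DAB in most clusters, among them Stfa1, Stfa2 and Stfa3, so its rise is not read. N lay nearest to basophils or mast cells. L lay nearest to granulocyte progenitors. The granulocyte progenitor-like class fell in the first clustering (-1.21). It also fell without the cell filter (-1.61), without doublet removal (-1.25) and without cell cycle regression (-1.59). At resolutions 0.5 and 1.5 it fell as well (-1.25 and -1.27). It rose without alignment of the libraries (3.30) and in the clustering chosen after seeing the data (0.61).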

Other observations

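The tests in this part were chosen only after the results were seen. They concern the amino acid response, cluster N and the shares of the chemokine-high and intermediate granulocyte-like classes.

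The amino acid response list was higher in 17 of 18 large clusters. A difference that reaches every cell, such as scaling or free RNA, is excluded as its whole cause, since the median in B cell-like cells was -0.16 (-0.54 to 0.29). What stays open is whether the drug itself or another difference between the 2 libraries raised the list in myeloid cells. In the same B cell-like cells the mitochondrial oxidative phosphorylation genes had a median of 1.60 (1.19 to 2.02), which no myeloid cluster approached, the next highest being 0.41 in the unnamed cluster D.

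Cluster N carried genes of basophils or mast cells, among them Cpa3 at 151 CPM, Gata2 at 206 and Hdc at 388 in DAB. Doublets with basophil-like cells, or their free RNA, are excluded as the source, since Mcpt8 stood at 2.05 CPM, where the share that would explain Cpa3 (6.48% of the level in basophil-like cells) needs 205. Prss34 stood at 0.178 CPM, where 699 would be needed. A state of the monocytic lineage, a basophil or mast cell precursor and a response to dabrafenib stay open and were not tested.

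Clustering on genes that differ between the libraries is not the whole cause of the larger share of chemokine-high granulocyte-like cells in DAB. Without those genes the log2 ratio was 2.08, in a class that covers fewer cells. Of the first class, 115 DMSO and 640 DAB cells kept the name, and 142 and 755 had none. Nor is it the whole cause of the smaller share of intermediate granulocyte-like cells. This was -0.84 without those genes, although 2067 cells of that class had no name in the first clustering. A difference in the yield or handling of the 2 cultures stays open for both, and so does an effect of dabrafenib.

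The paper measured several genes by qPCR in separate cultures. In the single-cell data over all cells, log2 ratios were -1.12 for Arg1, -3.32 for Nos2, -0.39 for Eif2ak4, 2.32 for Asns and 0.82 for Atf4. Arg1 fell in immature monocyte-like cells (-2.46) and, among the intermediate granulocyte-like clusters, was -0.18 (-0.60 to 0.23) in E and 1.11 (0.97 to 1.26) in O. Over the alternatives its all-cell value ran from -1.12 to -0.18, so no direction is read for it. Nos2 ran from -3.34 to -2.59 and Atf4 from 0.71 to 0.84. In B cell-like cells Asns had -0.64 (-1.45 to 0.17) and Atf4 -0.50.

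Other genes that the paper names had log2 ratios of -0.37 (Cd244a), -0.25 (Il4ra), -0.61 (Cd84), 0.37 (Adgre1), -0.87 (Itgax), -1.80 (Ccr2) and 2.27 (Ccl2) over all cells. Over the alternatives Itgax ran from -0.87 to -0.40, Cd244a from -0.72 to -0.35, Adgre1 from 0.13 to 0.40 and Il4ra from -0.26 to 0.0062, so no direction is read for these 4. Cd84 ran from -0.71 to -0.51, Ccr2 from -2.05 to -1.78 and Ccl2 from 2.08 to 2.47.

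Both libraries carried the RNA of female mice as labelled, with Xist at 193 and 157 CPM and 4 and 5 UMIs in sum for the 4 genes Ddx3y, Eif2s3y, Kdm5d and Uty.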
